# Post-stroke cognitive impairment and brain hemorrhage are augmented in hypertensive mice

**DOI:** 10.1177/0271678X241262127

**Published:** 2024-06-17

**Authors:** David E Wong Zhang, Tayla A Gibson Hughes, Hericka B Figueiredo Galvao, Cecilia Lo, Quynh Nhu Dinh, Shenpeng R Zhang, Hyun Ah Kim, Sharmalee Selvaraji, Andrew N Clarkson, Thiruma V Arumugam, Grant Drummond, Christopher G Sobey, T Michael De Silva

**Keywords:** Cognitive impairment, hypertension, ischemic stroke, neuroinflammation, vascular dementia

## Abstract

Hypertension is a major risk factor for both stroke and cognitive impairment, but it is unclear whether it may specifically affect post-stroke cognitive impairment. We assessed the effect of hypertension and/or stroke on brain injury, cognitive outcome, and the brain transcriptomic profile. C57BL/6J mice (n = 117; 3–5 mo.) received s.c. infusion of either saline or angiotensin II followed by sham surgery or photothrombotic stroke targeting the prefrontal cortex seven days later. Cognitive function was assessed with the Barnes maze and RNA sequencing was used to quantify transcriptomic changes in the brain. Angiotensin II treatment produced spontaneous hemorrhaging after stroke. In the Barnes maze, hypertensive mice that received stroke surgery had an increased escape latency compared to other groups (day 3: hypertensive + stroke = 166.6 ± 6.0 s vs. hypertensive + sham = 122.8 ± 13.8 s vs. normotensive + stroke = 139.9 ± 10.1 s vs. normotensive + sham = 101.9 ± 16.7 s), consistent with impaired cognition. RNA sequencing revealed >1500 differentially expressed genes related to neuroinflammation in hypertensive + stroke vs. normotensive + stroke, which included genes associated with apoptosis, microRNAs, autophagy, anti-cognitive biomarkers and Wnt signaling. Overall, we show that the combination of hypertension and stroke resulted in greater learning impairment and brain injury.

## Introduction

Dementia describes the deterioration of one or more neurological symptoms associated with cognitive impairment— characterized as deficits in language, memory, perceptual or motor praxis, social cognition, executive or visuospatial functioning.^1^ It is a leading cause of death and disability worldwide, and the burden of dementia is expected to almost triple in the coming decades.^2^ Current pharmacological treatments to improve cognition in individuals with dementia are limited,^3^ they primarily treat symptoms and are thus not disease-modifying.^4^ Another major limitation of current treatment options is that pharmacotherapies are being developed for Alzheimer’s pathology and not suited for dementias-linked to other neurological conditions. It should be noted that different biomarker strategies and interventions need to be developed for the detection and treatment of different types or cognitive impairment.^5^ Thus, the development of new therapies is clearly needed to address the incidence of this progressive neurodegenerative disease. A major roadblock to the development of new therapies is our current lack of understanding of dementia and its underlying mechanisms.^6^

While Alzheimer’s pathology is a major contributing factor, many cases of dementia are thought to be a consequence of vascular-related diseases. Thus, many patients present with ‘mixed dementia’.^7^ Highly prevalent cardiovascular disorders such as hypertension and stroke are not only major causes of premature mortality and morbidity^8,9^ but are known contributors to brain injury and development of cognitive decline.^10,11^ Hypertension has numerous adverse effects on the brain, including neuroinflammation and dysregulation of cerebral blood flow which increases the risk of stroke.^12^ In addition to ischemia, stroke itself may result in cerebrovascular dysfunction, white matter lesions, and neurodegeneration— all of which may further increase the risk of post-stroke cognitive impairment and dementia.^10^ Dementia, hypertension, and stroke are therefore closely connected,^13^ but few studies have sought to test for combined effects of hypertension and stroke on cognition.

In this study, we utilized the angiotensin II model of hypertension in conjunction with the photothrombotic model of prefrontal cortical stroke to test for effects of these common comorbidities on brain health. We hypothesized that hypertension would exacerbate post-stroke cognitive impairment and brain injury.

## Methods

### Experimental animals

All procedures were approved by the La Trobe University Animal Ethics Committee (AEC16-79). All procedures were performed in accordance with the ARRIVE guidelines and the National Health and Medical Research Council of Australia code for the care and use of animals for scientific purposes. Male C57BL/6J mice (3–5 months old) were purchased from Animal Resource Centre (Canning Vale, Western Australia) and housed in a controlled 12-hour light/dark cycle (7:00 am to 7:00 pm) with access to food and water *ad libitum*. Summary of the experimental timeline for both the 14-day and 28-day protocol are shown in Figure 1(a).

**Figure 1.**
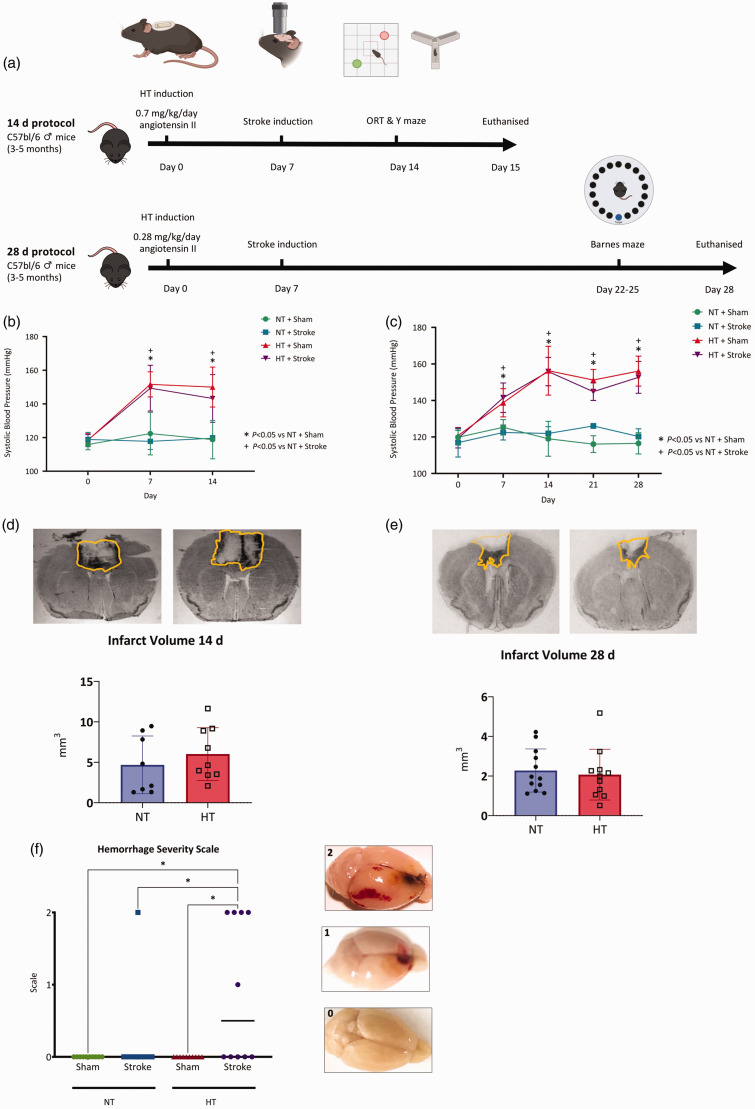
Systolic blood pressure, infarct volume and occurrence of haemorrhage. (a) Experimental timeline for 14- and 28-day protocols performed in this study. (b) Systolic blood pressure (mmHg) measured on day 0, 7 and 14 via tail-cuff plethysmography. Continued.Normotensive mice (NT) were infused with 0.9% saline whilst hypertensive mice (HT) were infused with angiotensin II at 0.7 mg/kg/day. (c) Systolic blood pressure (mmHg) measured on day 0, 7, 14, 21 and 28 via tail-cuff plethysmography. Normotensive mice (NT) were infused with 0.9% saline whilst the hypertensive mice (HT) were infused with angiotensin II at 0.28 mg/kg/day. Representative images (top) and quantification of infarct volume (mm^3^) in NT + Stroke and HT + Stroke mice at (c) 14 or (d) 28 days. (f) Occurrence of hemorrhages across all groups (left) with representative images of hemorrhage severity (right). (b and c) Data are presented as mean ± SD. N = 9–13/group. * = *P < *0.05 HT + Sham vs NT + Sham and + indicates *P < *0.05 HT stroke vs NT + Stroke, two-way ANOVA mixed-effects analysis with Geisser-Greenhouse correction with multiple comparisons. (d and e) Data are presented as mean ± SD, n = 8–12/group, unpaired t-test. (f) Median value is indicated, n = 10–12/group. * Indicates *P < *0.05, Kruskal-Wallis test.

### Infusion of vehicle or angiotensin II and measurement of blood pressure

We used the angiotensin II infusion model of hypertension which is one of the most widely used and characterized methods for the study of hypertension in mice. This model simulates a hyperactive renin-angiotensin aldosterone system and has been shown to promote inflammation and altered cerebrovascular structure and function.^14^ Mice were randomly assigned to receive subcutaneous infusion of either 0.9% saline (normotensive, NT) or angiotensin II (hypertensive, HT). HT mice were infused with angiotensin II at 0.7 mg/kg/day for 14 days via a two-week ALZET osmotic pump (ALZET-2002 pumps; DURECT Corporation, USA) implanted subcutaneously in the right flank whilst under anesthesia.^15^ We also examined the effects of hypertension at 0.28 mg/kg/day for 28 days (ALZET-2004 pumps). Angiotensin II has been shown to induce cognitive impairment in rodent models of hypertension.^16^ However, it is unknown if the pressor dose of angiotensin II (0.7 mg/kg/day) would mask the potential synergistic effect of hypertension and stroke on cognition. Thus, a lower dose (0.28 mg/kg/day), previously shown to elevate systolic pressure after approximately 3 weeks in young male mice,^15^ was administered for 4 weeks. Systolic blood pressure was measured between 7:00 am to 12:00 pm by tail cuff plethysmography as previously described.^17^

### Laser speckle contrast imaging

Cerebral blood flow (CBF) in the cortex was measured using laser speckle contrast imaging (LSCI; Pericam PSI HR 90-00044, Perimed AB, Sweden) at baseline and prior to euthanasia in mice undergoing the 14-day protocol. Mice were anaesthetized with isoflurane (5% induction, 1.5% maintenance in 100% O_2_) the head was shaved and a 2 cm incision was made in the skin overlying the cranial midline. This dose of isoflurane has been shown to support stable, near-physiological cardiovascular function while providing acceptable depth of anaesthesia.^18^ Average cerebral blood flow over 60 s (1 image taken every 2 s) in a 20 mm^2^ region of interest between the frontonasal suture and bregma, which included the prefrontal cortex, was calculated using PIMsoft software Version 1.5 (Perimed AB, Sweden). CBF was measured at baseline (before implantation of osmotic pumps) and prior to euthanasia. The relative perfusion deficit was also quantified 14 days after stroke.

### Photothrombotic stroke

In this study, we used the photothrombotic model of ischemic stroke. This is a commonly used model that allows the targeting of stroke to a specific region of the cortex, produces reproducible infarct size, has a low mortality rate and thus enables the study of long-term functional outcomes. Photothrombosis was used to induce ischemic stroke at one-week post-osmotic pump implantation.^19^ All mice were confirmed as hypertensive prior to photothrombotic stroke (Figure 1(b) and (c)). Mice were anaesthetized, fur removed, the skin was sterilized at the surgical site, a midline incision was made on the scalp and bregma was identified. Mice were then placed in a stereotaxic frame (David Kopf Instruments, USA). A cold light source (KL 1600 LED, Schott) attached to a 40x objective lens was positioned centrally at 1.2 mm anterior to bregma to target the prefrontal cortex. Mice were then injected i.p. with 2 mg of Rose Bengal in 0.2 mL (10 mg/mL in 0.9% saline) which was allowed to circulate for 5 min. The prefrontal cortex was then illuminated for 18 min at 680 lumens over 2 mm^2^ area. Mice receiving sham surgery underwent the same procedures except for illumination.^19^

Thus, there were 4 treatment groups: normotensive mice that received sham surgery (NT + Sham; n = 22); normotensive mice that received stroke surgery (NT + Stroke; n = 19); hypertensive mice that received sham surgery (HT + Sham, n = 23); and hypertensive mice that received stroke surgery (HT + Stroke; n = 25). Group numbers are shown in Supplementary Table 1.

### Behavioral tests

Mice assigned to the 14-day protocol underwent two consecutive behavioral tests, the object location task (days 12–14) followed by the spontaneous alternation task (day 14; 1 hour after the object relocation task). Mice assigned to the 28-day protocol had their cognition assessed via the Barnes maze (days 22–25). A summary of the experimental timeline is shown in Figure 1(a).

#### Object relocation task

The object relocation task was performed in an opaque 40 × 40 cm box and consisted of 3 phases: habituation, training, and retention. During the habituation phase, mice were placed in the empty box for 10 min per day for two days prior to training. During the training phase, mice were placed in the box which contained two identical objects for 10 min before returning them to their home cage. One hour later, mice were returned to the box with one of the objects relocated to a new position and given 5 min to explore the objects. The maze and objects are cleaned with 70% ethanol between trials to remove olfactory stimuli. Ethovision XT software (Noldus Instruments, Version 10) was used for automated quantification of exploratory behavior. A 2 cm interaction zone around each object was set up and exploration of an object was defined as the mouse’s nose entering these zones. Animals that did not explore objects for at least 3 sec for both objects in either the training or retention phase were excluded from analyses.^20^ The amount of time exploring the original vs relocated object was calculated as a percentage of the total exploration time for both objects.

#### Spontaneous alternation test

The spontaneous alternation test comprises of three arms, each at 120° from one another (arms A, B and C). Distinct cues are placed at the end of each arm to allow for recognition of an area previously explored. A mouse is allowed 5 min to freely explore. Alternation was defined as the consecutive entries into arms of the Y maze not previously explored (i.e. entry into arm A then B then C = 1 alternation). The maze was cleaned with 70% ethanol between trials to remove olfactory stimuli. Video footage was manually analyzed.

#### Barnes maze

The Barnes maze consists of a circular platform (1 m diameter) with 20 identical circles surrounding the perimeter. Visual cues were placed around the maze to assist mice with orientation. Indirect bright lights and a continuous buzzer set to 1 kHz at 85–90 dB are used as aversive stimuli. Each mouse was randomly assigned to an escape hole located in the same position for each trial and day. Mice were kept in a dark room adjacent to the testing room for 20 min intervals between trials, with 3 trials performed per mouse for three consecutive days. During the acquisition phase, mice were allowed 180 s to locate and enter the escape hole. If the escape hole had not been entered within the 180 s, the mouse was guided to the escape box. Once inside, the escape hole was covered for 60 s and the buzzer was switched off. The mouse was returned to its cage until the next trial. The platform and escape box were cleaned with 70% ethanol between trials to remove olfactory stimuli. To assess spatial memory, learning and locomotive activity, the following parameters were measured: (1) primary latency (time taken to reach the escape hole), (2) escape latency (time taken to enter the escape hole), (3) pathlength (distance travelled) (4) primary errors (error visits before locating the escape hole) and (5) velocity, all metrics were averaged across the three trials for each day. All parameters were automatically tracked using Ethovision XT (Noldus Instruments, Version 15.0).

## Post-mortem analyses

All mice were perfused with 0.01 M phosphate-buffered saline (PBS) containing 0.2% clexane (400 IU, Sanofi Aventis, Australia) via the left ventricle (15 mL/min) to remove intravascular blood. Mice were euthanized between 8 AM and 12 noon to minimize circadian effects.

### Hemorrhage grading

Brains were collected and hemorrhage severity was graded based using a 3-point scoring system. A score of 0 indicated no evidence of hemorrhage, a score of 1 indicated hemorrhage within the infarct region, and a score of 2 indicated hemorrhage outside of the infarct region.

### Calculation of infarct volume

Thirty µm coronal sections, 210 µm apart, were cut using a Leica CM1850 cryostat. Sections were stained with thionin^21^ and imaged using TCapture software (Version 5.1, Tucsen Photonics) connected to a Leica WILD M3Z microscope. Infarct volume was quantified using ImageJ software (NIH) via the following equation: *Infarct volume = infarct area × section thickness*. Infarct volumes were summed across all sections to determine total infarct volume.

## Immunofluorescence staining and imaging of IgG and GFAP

Ten μm coronal sections of the prefrontal cortex which contained the infarct were fixed in 100% acetone and washed in 0.01 M PBS for 5 min. Sections were blocked with 10% goat serum containing 0.2% triton-X or 1 hour and then incubated with rabbit anti- glial fibrillary acidic protein (GFAP) antibody (ab116010, Abcam; 1:500) overnight at 4 °C. Sections were then incubated in goat anti-rabbit secondary antibody (Alexa 594, 1:200, Thermo Fisher Scientific), washed, mounted with Vectashield mounting media (Vector Laboratories), coverslipped and stored at 4 °C. Sections of the pre-frontal cortex and hippocampus were also stained for deposition of IgG (marker of blood-brain barrier injury). For IgG, sections were fixed as described above and incubated with a goat anti-mouse secondary antibody (Alexa 555, 1:200, Thermo Fisher Scientific) washed, mounted with Vectashield mounting media Vector Laboratories), coverslipped and stored at 4 °C. Images were acquired at 400X using an Olympus BX53 microscope running CellSens software (version 1.18).

GFAP-stained images were captured at bilateral regions of the infarct. Images were acquired at 400X using an Olympus BX53 microscope running CellSens software (version 1.18). Images for sham mice were taken from equivalent locations. For GFAP analysis, we used the skeletonization analysis of GFAP as a marker of reactive astrocytes. Images were converted into 8-bit binary and thresholded for the segmentation of pixels. A skeleton analysis script on FIJI was used to convert images into a skeletal figure. Each skeleton represents an astrocyte with its processes. The total number of branches and branch lengths were averaged across all images to estimate astrocyte activation. IgG-stained images were captured surrounding the infarct in the prefrontal cortex. Location was kept consistent between mice. Each image was thresholded then averaged across all images to determine integrated density using FIJI.

## RNA extraction and validation

RNA was extracted from a coronal section of brain that included the prefrontal cortex. RNA was extracted from the brains of mice undergoing the 28-day protocol. Frozen brain tissue spanning the prefrontal region was isolated and homogenized in TRIzol (Life Technologies). To synthesize cDNA, total RNA was extracted via Qiagen RNeasy mini kit as previously described.^15^ RNA concentration and quality was assessed using a NanoDrop spectrophotometer (Thermo Fisher Scientific). Only samples with a 260/280 ration of ≥1.8 was used for subsequent analysis.

## RT-PCR gene analysis

First-strand cDNA was converted from RNA using a high-capacity cDNA RT Kit (Applied Biosystems, USA). Commercially available primers (Applied Biosystems, USA; Supplementary Table 2) were used to measure gene expression of and a house-keeping gene, GAPDH, on a CFX96 Touch Real-Time PCR Detection machine (Bio-Rad, USA). Changes in gene expression were assessed using the delta-delta C_T_ method.^22^

## Differentially expressed gene analysis

RNA sequencing was performed as previously described.^23^ RNA was sent to NovogeneAIT Genomics (Singapore) for cDNA library preparation and RNA sequencing. mRNA was purified from total RNA using poly-T oligo-attached magnetics. mRNA was converted to cDNA and purified using AMPure XP Beads (Beckman Coulter Life Sciences, USA). cDNA libraries were acquired by PCR amplification. High-throughput sequencing was conducted using the HiSeqTM2500 platform (Illumina, USA). The results were mapped to the Ensembl-released mouse genome sequence and annotation. Differential expression analysis was conducted using the DESeq R Package V.1.10.1 and P-values were adjusted using the Banjamini and Hochberg’s approach for controlling the false discovery rate. Genes were considered differentially expressed if the adjusted P-value was less than 0.05. For heat map and GObar analyses, differentially expressed genes (DEGs) were filtered through databases related to immunity and inflammation (Innate Immunity Genes, Immport, Immunome database, MAPK/NFKB Network, Septic Shock Group). R studio (version 4.2.2) packages: gplots, seurat, and biocmanager were used to generate enhanced heat maps. Gene ontology (GO) enrichment analyses were performed using the org.Mm.eg.db package (bioconductor), p-adj threshold was set to 0.01. Entrez Gene identifiers were used to map DEG count with corresponding GO terms relating to biological processes. Venn diagrams were generated by a bioinformatics and evolutionary genomics tool (https://bioinformatics.psb.ugent.be/webtools/Venn/).

## Statistics

Power analysis was performed using G*Power software (version 3.1, Germany), alpha set as 0.05, which determined that 10 mice/group was required for statistical significance for behavioral testing.^24^ However, to account for animal deaths and exclusions, n = 15 was planned for behavioral testing, and all other experiments comprised n = 6–10. All data are presented as mean ± SD. Outliers were identified and removed with GraphPad Prism software (Version 10.0.3, GraphPad Software Inc., USA), using the robust regression and outlier removal method, coefficient Q = 1%. Groups were tested for normal or lognormal distribution using the Shapiro-Wilk or D’Agostino & Pearson test in GraphPad Prism 10, as appropriate. Statistical analyses performed using unpaired t-test, two-way ANOVA (mixed-effects) with Tukey’s multiple comparisons test, Kruskal-Wallis test, or an aligned ranked transformed (ART) ANOVA (mixed-effects) with Tukey’s multiple comparisons, as appropriate. Data was analyzed using GraphPad Prism 10 or RStudio (Version 4.3.2, R Foundation for Statistical Computing, Austria). All groups were randomized with the investigator blinded to all procedures and analyses.

## Results

### Infarct volume and blood pressure and cerebral blood flow were not altered in comorbid mice

Systolic blood pressure (SBP) was comparable across all groups at day 0 (Figure 1(b) and (c)). Angiotensin II increased SBP to ≥140 mmHg at day 7, which remained elevated until day 14 (Figure 1(b)). There was a significant main effect of hypertension (14 days; *F*(3, 39) = 34.40, *P < *0.05), and a significant interaction between hypertension and time (14 days; *F*(3,39) = 15.99, *P < *0.05). Angiotensin II increased SBP to ≥140 mmHg at day 7, which remained elevated until day 28 (Figure 1(c)). There was a significant main effect of hypertension (28 days; *F*(3,116) = 79.34, *P < *0.05), and a significant interaction between hypertension and time (28 days; *F*(6,116) = 28.06, *P < *0.05). Stroke induction at day 7 had no effect on SBP in any group (*P > *0.05). There was no significant differences in infarct volume between the 14 day NT (4.2 ± 3.6 mm^3^) and HT (6.0 ± 3.3 mm^3^) mice (Figure 1(d); *t*(16) = 1.10, *P > *0.05). There was also no significant differences in infarct volume between the 28 d NT (Figure 1(e); 2.3 ± 1.1 mm^3^) and HT (2.1 ± 1.3 mm^3^) (*t*(21) = 0.42, *P < *0.05). Stroke was the main effect for reduced cortical CBF at day 14 in both normotensive and hypertensive mice (*F*(1,27) = 5.92, *P < *0.05, 95% CI of difference [2.48, 29.17]), however no significant interaction was observed *(F*(1,27) = 0.87, *P = *0.36*;* Supplementary Figure 1A–B). Within the infarct area, the relative change in CBF (compared with the matched area at baseline) was similar between normotensive and hypertensive mice (−28.3 ± 15.7% vs. −27.9 ± 13.6%; *t*(13) = 0.06, *P > *0.05, 95% CI [−15.92, 16.81]; Supplementary Figure 1A and C).

### Spontaneous hemorrhages were more common in comorbid mice

Post-stroke hemorrhage was macroscopically observed in mice at 14 days but not 28 days. We observed hemorrhage in one mouse from the NT + Stroke group, which was distal to the infarct area, whereas hemorrhages were observed in 5 mice from the HT + Stroke group (4 distal and 1 local) (Figure 1(f); *P < *0.05). An illustrative example of the scoring shown in Figure 1(f), right.

### Spatial memory was impaired after hypertension but not stroke

#### Object relocation task

Spatial working memory was evaluated using the object relocation task (14-day timepoint). NT + Sham (control) mice spent 59 ± 11% of the time interacting with the relocated object. In comparison, HT + Sham mice spent 35 ± 18% and HT + Stroke spent 36 ± 27% with the relocated objects (Figure 2(a) and (b); 95% CI of difference [3, 45] and 95% CI of difference [0.3, 45], respectively). There was a statistically significant effect of hypertension on the % of time spent with the relocated object (*F*(1,43) = 13, *P < *0.05). There was no significant difference between the NT + Sham and NT + Stroke (54 ± 21%; Figure 2(a) and (b); *P > *0.05).

**Figure 2.**
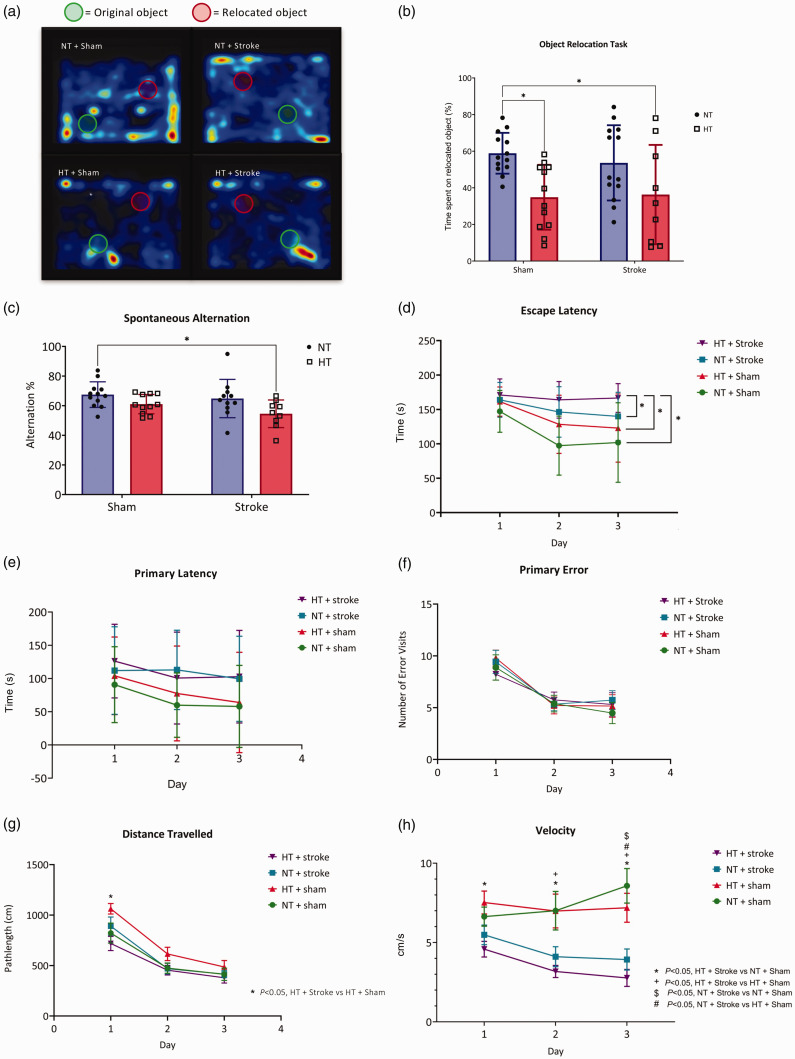
The assessment of memory and learning. (a) Representative heat maps of activity when performing the object relocation task with the location of the original and relocated object shown in mice undergoing the 14-day protocol. (b) Quantification of the % time spent interacting with the relocated object. (c) Spontaneous alternation test conducted using the Y maze in mice undergoing the 14-day protocol. The Barnes maze was performed in mice undergoing the 28-day protocol. (d) Escape latency, (e) primary latency (s), (f) primary error, (g) distance travelled (cm), and (h) velocity (cm/s) were measured across 3 days. (b) Data are presented as mean ± SD, n = 9–13/group, (c) and n = 9–12/group. (b and c) * = *P < *0.05, two-way ANOVA mixed-effects with Tukey’s multiple comparisons test. (d–h) Data are presented as mean ± SD, n = 12–13/group. (d and f) * = *P < *0.05, aligned ranked transformed ANOVA mixed-effects with Tukey’s multiple comparison test and (e, g and h) two-way ANOVA repeated-measures with Tukey’s multiple comparison test.

#### Spontaneous alternation test

Spatial working memory was assessed using the spontaneous alternation test (14-day timepoint). There was no significant effect of stroke (*P > *0.05). However, there was a statistically significant effect of hypertension on performance in the spontaneous alternation task (*F*(91,39) = 7.99, *P < *0.05). Compared to NT + Sham (67 ± 9%), only the HT + Stroke (55 ± 9%) group had a significantly reduced rate of spontaneous alternation, (Figure 2(c); 95% CI of difference [1.54, 24,32], *P < *0.05).

### The combination of hypertension and stroke worsens cognition

Learning and memory was evaluated via the Barnes maze in mice undergoing 28-day timepoint. Escape latency (time to enter the escape hole) was lower in NT + Sham, HT + Sham and NT + Stroke groups over the 3-day testing period (Figure 2(d)). There was a significant effect of hypertension on escape latency (*F*(1, 150) = 13.91, *P < *0.05). Furthermore, there was a significant effect of stroke on escape latency (*F*(1,150) = 29.39, *P < *0.05). The escape latency on day 3 for NT + Stroke (140 ± 35 s) mice was greater than NT + Sham (102 ± 59 s), (Figure 2(d); CI 95% of difference [−56.41, −11.50], *P < *0.05). By contrast, the HT + Stroke group took 167 ± 21 s to enter the escape hole, significantly longer than the NT + Stroke (95% CI of difference [−38.90, 6.00]), HT + Sham (123 ± 50 s; 95% CI of difference [−52.25, −7.35]), and NT + Sham mice (Figure 2(d); 95% CI of difference [−72.86, −27.95], *P < *0.05). Primary latency, and primary errors were comparable for all groups across three days (Figure 2(e) and (f); *P > *0.05). However, the distance travelled at day 1 was significantly shorter in the HT + Stroke group (718.3 ± 244.0 cm) when compared to HT + Sham (1062.1 ± 188.5 cm; CI of difference [−588.6, −98.99]). Otherwise, the distance travelled was not significantly different across all groups for the second and third day of testing (Figure 2(g); *P > *0.05). There was a significant stroke effect on velocity when compared with sham treated mice (Figure 2(h); *F*(3, 44) = 12.00, *P < *0.05). The velocity of HT + Stroke group (2.8 ± 1.9 cm/s) was significantly lower than HT + Sham (7.2 ± 3.3 cm/s; 95% CI of difference [−7.00, −1.00], *P < *0.05) and NT + Sham groups (7.2 ± 3.9 cm/s; 95% CI of difference [−9.00, −3.00], *P < *0.05) at day 3. Additionally, the velocity of NT + Stroke group (3.9 ± 2.3 cm/s) was significantly lower than HT + Sham (95% CI of difference [−6.00, 0.30], *P < *0.05) and NT + Sham groups (95% CI of difference [−8.00, −1.00], *P < *0.05) at day 3. However, there was no difference in velocity between HT + Stroke vs NT + Stroke across all days (*P > *0.05).

### Post-stroke blood-brain barrier permeability was not increased with hypertension

IgG deposition was elevated after stroke in the prefrontal cortex of mice at both the 14- and 28-day timepoints and this effect was independent of blood pressure status (Figure 3(a) and (b)). At 14 days, there was no effect of HT on IgG deposition (*P > *0.05). Rather, stroke significantly increased IgG deposition in the infarct region, (Figure 3(a) and (b); *F*(1,30) = 40.60; *P > *0.05). Similarly at 28 days, no effect of HT was seen on IgG deposition (*P > *0.05). However, a significant effect of stroke on IgG deposition was observed at the 28 day timepoint (*F*(1,42) = 32.15, *P < *0.05). Hippocampal IgG deposition was not different between groups at either 14 or 28 days (Figure 3(c) and (d); *P > *0.05).

**Figure 3.**
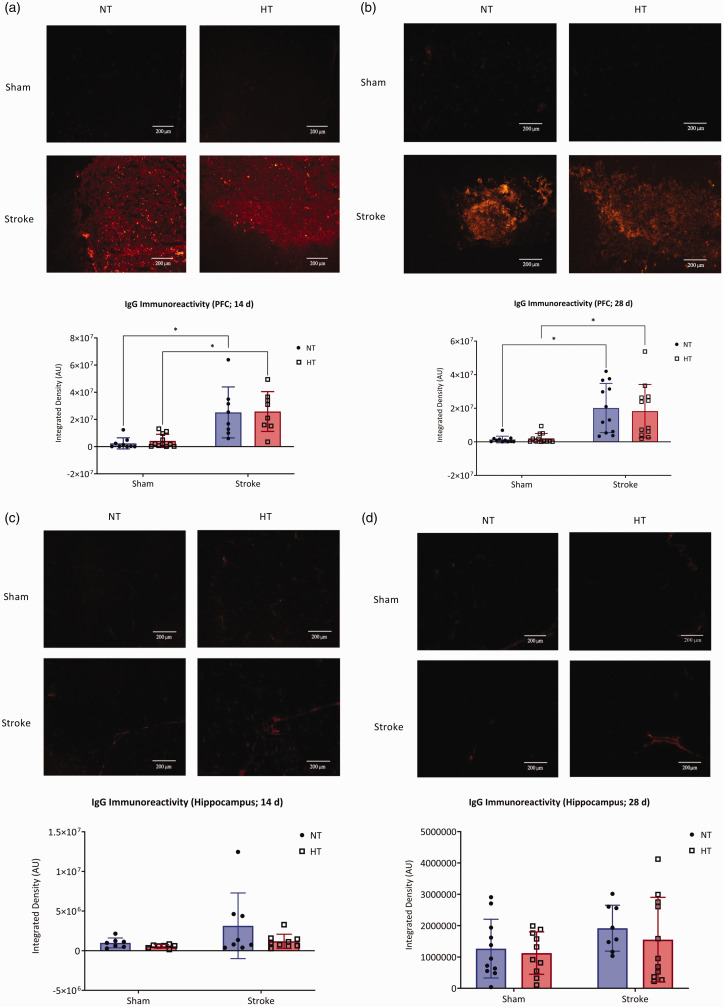
Blood-brain barrier integrity. Representative photomicrographs (top) of IgG in the prefrontal cortex across all groups for the (a) 14-day protocol and (b) 28-day protocol. Images were taken at 400X magnification, images were taken on the edge of the Continued.peri-infarct region and equivalent locations were then imaged in sham mice. Quantification of IgG integrated density (bottom) across all groups in the (a) 14-day protocol, and (b) 28-day protocol. Representative photomicrographs (top) of IgG in the hippocampus across all groups for the (c) 14-day protocol, (d) and the 28-day protocol. Images taken at 400X magnification. Images were taken at comparable locations in all groups. Quantification of IgG integrated density (bottom) across all groups in the (c) 14-day protocol, (d) and the 28-day protocol. (a and b) Data are presented as mean ± SD, n = 7–12/group. * indicates *P < *0.05, analysis by two-way ANOVA mixed-effects with Tukey’s multiple comparisons test (c and d) Data are presented as mean ± SD, n = 7–11/group. Analysis by two-way ANOVA mixed-effects with Tukey’s multiple comparisons test.

### Post-stroke reactive astrogliosis was not increased with hypertension

At 14 days, stroke increased astrocyte reactivity in the prefrontal cortex (Figure 4(a); *F*(1,30) = 15.51, *P < *0.05). There was no effect of hypertension on astrocyte reactivity (Figure 4(a); *P > *0.05). Similarly at 28 days, stroke was the main effect for astrocyte reactivity (Figure 4(b); *F*(1,36) = 37.27, *P < *0.05). No effect of hypertension on astrocyte reactivity was observed, (Figure 4(b): *P > *0.05).

**Figure 4.**
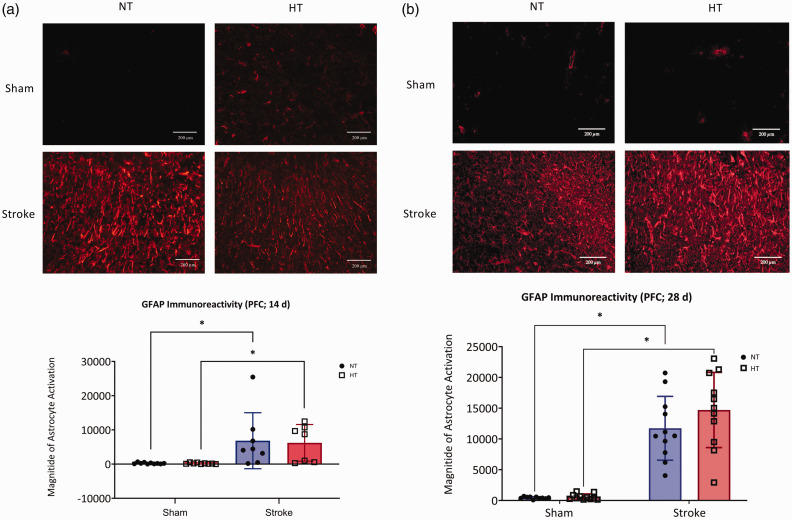
Astrocyte reactivity. Representative photomicrographs (top) of GFAP immunoreactivity in the prefrontal cortex at (a) 14-day and (b) 28-day. Images were taken at 400X magnification, images were taken on the edge of the peri-infarct region and equivalent locations were then imaged in shams. Quantification of astrocyte activation across all groups (bottom) in the (a) 14-day and (b) 28-day protocol. Data are presented as mean ± SD, (a) n = 7–10/group and (b) n = 10–11/group, * indicates *P < *0.05, analysis by (a) aligned ranked transformed ANOVA with Tukey’s multiple comparisons test and (b) two-way ANOVA with Tukey’s multiple comparisons test.

### Stroke increases astrocytic and microglial inflammatory markers within the brain

Stroke increased gene expression of the proinflammatory A1 astrocyte markers *Serping1*, *Psmb8*, *Srgn*, and *Gbp2* in both normotensive and hypertensive mice (Supplementary Figure 2A; *P < *0.05). The A1 astrocyte marker *Srgn* was increased in HT + Stroke vs HT + Sham (Supplementary Figure 2A; *P < *0.05). Stroke was also the main effect in increasing the anti-inflammatory A2 astrocyte markers: *Cd14* and *Clcf1*, whereas *Tgm1* was only increased in HT + Stroke vs HT + Sham (Supplementary Figure 2B; *P < *0.05). Gene expression of the proinflammatory M1 microglia marker *Stat3* was significantly increased in NT stroke vs NT Sham (Supplementary Figure 2C; *P < *0.05), whereas expression of *Tnfa* and *Nos2* were not changed (Supplementary Figure 2C). M2 microglia markers *Il4*, *Arg1*, and *Fam19a3* (Supplementary Figure 2D) were not changed by either hypertension or stroke.

### Neuroinflammatory gene expression was increased in comorbid mice

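RNA from a coronal section of brain that included the prefrontal cortex was sequenced from 24 libraries, 6 each from NT + Sham, NT + Stroke, HT + Sham and HT + Stroke mice of the 28-day protocol. NT mice received vehicle and HT mice received angiotensin II at 0.28 mg/kg/day, with sham surgery or photothrombotic stroke on day 7. The light source was positioned 1.2 mm anterior to bregma in the paper's methods and 1.5 mm in the sample labels. Libraries were prepared from poly(A) RNA. The tables number the libraries of each group from 1 to 6, and each library was treated here as 1 mouse, as in the heat maps of Figures 5 and 7. The authors mapped the reads to the Ensembl mouse genome and deposited 4 tables, 1 for each comparison of groups, with the number of reads counted on each gene, without normalization, beside FPKM and the results of their own test. The counts of a library were identical in every table that held it. The total count per mouse was 18106629 to 21378009 (median 18954045) in NT + Sham, 16035963 to 24865998 (median 18514818) in NT + Stroke, 16848048 to 19531058 (median 17184496) in HT + Sham, and 15922919 to 20621528 (median 18871714) in HT + Stroke. The tables list genes by Ensembl identifier, and 33163 of the 33960 genes that were also in the GENCODE annotation of GRCm38 had the same position there, so positions are given on GRCm38. From the counts of the groups compared, genes with too few counts were left out by edgeR's filterByExpr, libraries were scaled by the TMM method, and groups were compared by edgeR's two-sided quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. DEGs were genes with an adjusted *P* under 0.05, the threshold that the paper's methods state. Expression is given as counts scaled to library size (CPM, mean ± SD, n = 6 mice per group) and changes as log2 fold changes with an approximate standard error (SE). This SE is the absolute log2 fold change divided by the square root of the test's F statistic. Unless stated otherwise, mice called higher or lower lie above or below the median of the other group, which overlapping groups can also meet. Where no mouse of a group had more than 3 counts of a gene, the fold change is given only as a lower bound or not at all. Such limits cover counting error only, since the reads carry no molecular identifiers.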

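Of 16581 genes tested in HT + Sham vs NT + Sham, 0 had an adjusted *P* under 0.05 and 1332 had an unadjusted *P* under 0.05 (822 upregulated and 510 downregulated), where 829 are expected if no gene differs. The smallest adjusted *P* was 0.406. The unadjusted threshold moved this count most among the alternatives tried, apart from DESeq2 with an unadjusted *P*, and with adjusted values DESeq2 called 1 gene, *Gm10591*, as downregulated. The count at the unadjusted threshold was 775 without mouse 6 of HT + Sham. The 3 genes with the smallest *P* were *Gm10591*, *Vmn1r206* and *Gsn*. *Gm10591* (ENSMUSG00000096596, chromosome 4, 42612195 to 42612860) belongs to a group of near-identical gene copies and was 1.66 ± 0.936 CPM in HT + Sham and 4.83 ± 1.44 CPM in NT + Sham (log2 fold change −1.53, SE 0.326, lower in 6 of 6 mice). *Vmn1r206* (ENSMUSG00000101578, chromosome 13, 22617456 to 22624251), a vomeronasal receptor gene with many paralogs, had a log2 fold change of 1.35 (SE 0.300) and was higher in 6 of 6 mice. *Gsn* (ENSMUSG00000026879, chromosome 2, 35256380 to 35307892) was 74.2 ± 6.77 CPM in HT + Sham and 58.9 ± 4.51 CPM in NT + Sham (log2 fold change 0.34, SE 0.076, higher in 6 of 6 mice). The groups overlapped for *Gsn* but not for *Gm10591* or *Vmn1r206*.

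**Figure D1:**
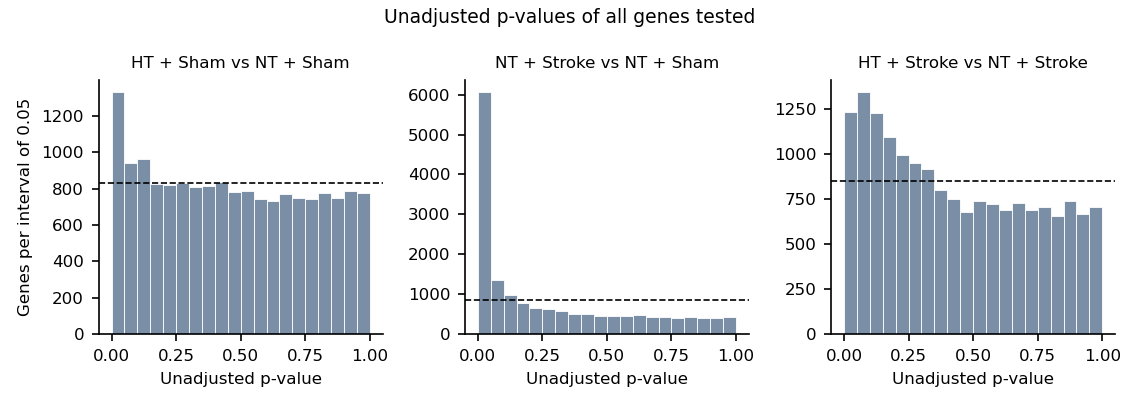
Unadjusted *P* of all genes tested in 3 comparisons. The horizontal axis gives *P* in bins of 0.05, the vertical axis the number of genes, and the dashed line the number per bin expected if no gene differs. In the lowest bin there are 1332 genes for HT + Sham vs NT + Sham, 6065 for NT + Stroke vs NT + Sham and 1230 for HT + Stroke vs NT + Stroke.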

The distribution of 1636 DEGs (963 upregulated and 673 downregulated) in the brains of HT + Sham vs NT + Sham is shown in Figure 5(a). The top 10 upregulated genes include the proinflammatory gene interleukin 27 (*Il27*), and top downregulated genes included matrix metalloprotease 3 (*Mmp3*) which is important for blood-brain barrier integrity and permeability (Figure 5(b)).

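*Il27* (ENSMUSG00000044701, chromosome 7, 126589010 to 126594941) had 0 to 2 counts per mouse in HT + Sham and 1 to 9 in NT + Sham, 3 against 22 counts in total, and 5 of 6 HT + Sham mice lay below the NT + Sham median. *Mmp3* (ENSMUSG00000043613, chromosome 9, 7445822 to 7455975) had 0 to 33 counts per mouse in HT + Sham and 0 to 4 in NT + Sham, and was higher in HT + Sham than the NT + Sham median in 4 of 6 mice. Mouse 6 of HT + Sham held 33 of the 39 counts of *Mmp3*. These genes had too few counts to be tested, as had all 20 genes of Figure 5(b). Of these 20 genes, 10 were higher and 10 lower in HT + Sham, and no mouse had more than 3 counts in 1 of the groups (12 genes) or in both (2 genes). With every gene that had a count included in the test, 18 of the 20 genes had an unadjusted *P* under 0.05 and 0 had an adjusted *P* under 0.05 over all genes. Adjusted over the list alone, 18 passed, which is not independent evidence because the study chose the list on these mice. The groups overlapped in 17 of the 20 genes.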

**Figure 5.**
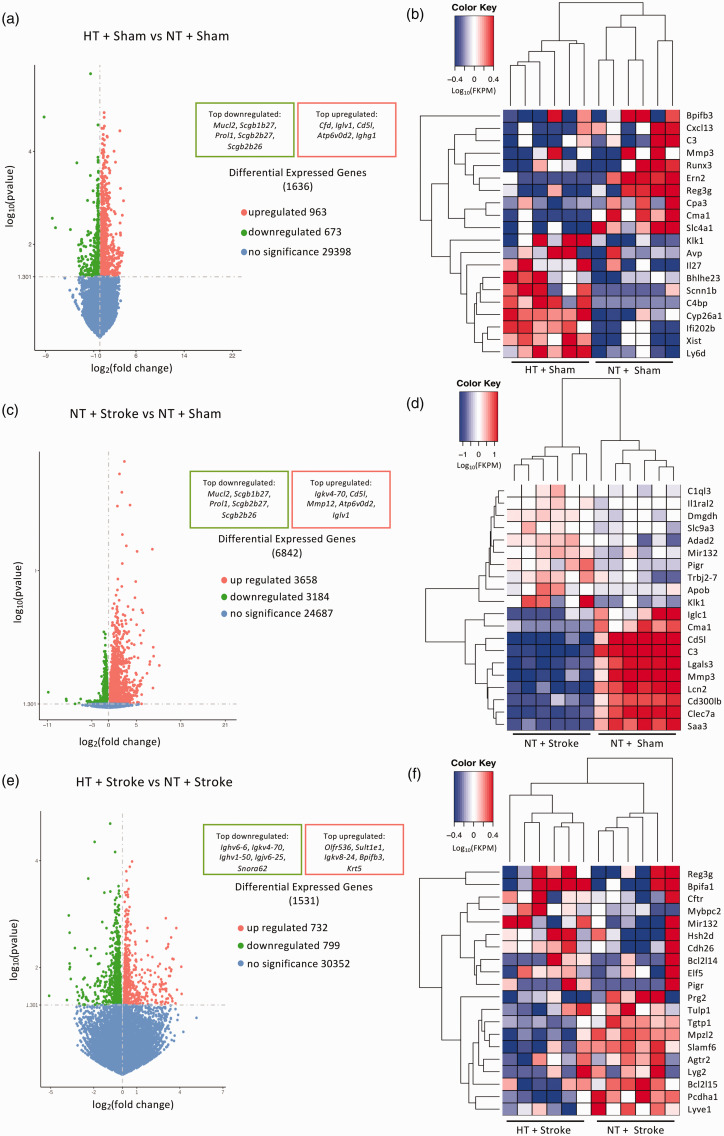
Transcriptomic analysis of hypertensive and stroke brains within the prefrontal cortex. Volcano plots of the log_10_ adjusted p-value vs log_2_ fold change of differentially expressed genes in the (a) hypertensive (HT) + Sham vs normotensive (NT) + Sham, (c) NT + Stroke vs NT + Sham, and (e) HT + Stroke vs normotensive stroke NT + Stroke comparison. Heat map analysis of the top 10 up- and downregulated neuroinflammatory genes in the (b) HT + Sham vs NT + Sham, (d) NT + Stroke vs NT + Sham, and (f) HT + Stroke vs NT + Stroke comparison. Gene expression is shown as log_10_(FPKM +1) with a p-value threshold of <0.05.

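Of 16835 genes tested in NT + Stroke vs NT + Sham, 4365 were DEGs (2426 upregulated and 1939 downregulated), with a smallest adjusted *P* of 9.52e-10. With an unadjusted *P* under 0.05, 6065 genes passed, where 842 are expected if no gene differs. Among DEGs with an average above 1 on the log2 CPM scale and no overlap between the groups (expected by chance in 0.216% of genes), the largest increases were those of *Cd5l*, *Mmp12*, *C3*, *Atp6v0d2* and *Mmp3*, and the largest decreases those of *Grp*, *AI115009*, *Tmem232*, *C730002L08Rik* and *C1ql3*. *Cd5l* (ENSMUSG00000015854, chromosome 3, 87357881 to 87371073) was 40.0 ± 24.9 CPM after stroke and 0.0733 ± 0.155 CPM in sham mice (log2 fold change 9.04, SE 1.14, adjusted *P* = 0.000211), and its log2 fold change was 11.24 without mouse 2 of NT + Sham. *Atp6v0d2* (ENSMUSG00000028238, chromosome 4, 19876841 to 19922605) had 32 to 284 counts after stroke and 0 to 2 in sham mice and was at least 57.5-fold higher. *Grp* (ENSMUSG00000024517, chromosome 18, 65872820 to 65886579) was 3.60 ± 1.00 CPM after stroke and 8.78 ± 1.61 CPM in sham mice (log2 fold change −1.26, SE 0.177, adjusted *P* = 4.5e-05). *AI115009* (log2 fold change −1.17) and *C730002L08Rik* (−0.95) are annotated as antisense genes, and *Tmem232* had a log2 fold change of −1.01. Adjusted *P* of these 3 genes was 8.33e-05, 0.00012 and 0.000704. In each gene named here, all 6 NT + Stroke mice lay beyond all 6 NT + Sham mice.

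**Figure D2:**
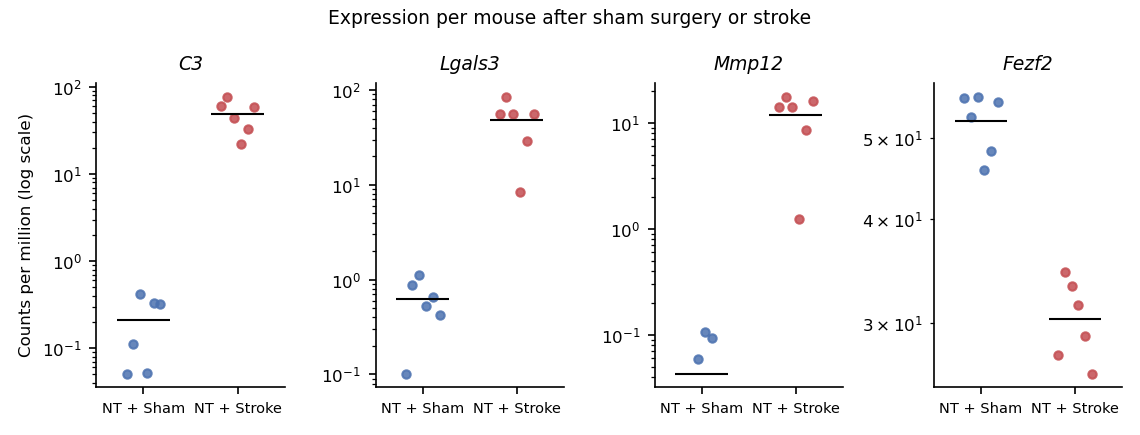
Expression of *C3*, *Lgals3*, *Mmp12* and *Fezf2* in each NT + Sham and NT + Stroke mouse. The vertical axis is CPM on a log scale, each point is 1 mouse and each bar is the mean of 6 mice. The 3 NT + Sham mice with 0 counts of *Mmp12* cannot be drawn on a log axis. All 6 NT + Stroke mice lie above all NT + Sham mice for *C3*, *Lgals3* and *Mmp12*, and all 6 lie below them for *Fezf2*.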

The distribution of 6842 DEGs (3658 upregulated and 3184 downregulated) in the brains of NT +Stroke vs NT + Sham is shown in Figure 5(c), and the top 10 up- and downregulated genes are summarized in Figure 5(d). This included upregulation of apolipoprotein B (*Apob*) associated with atherosclerosis and ischemic stroke, and downregulation of complement 3 (*C3*) associated with the activation of the complement system which is vital for a diverse array of functions such as angiogenesis, neuronal maturation, and tissue regeneration.

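*C3* (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136) was upregulated in NT + Stroke vs NT + Sham, with 49.3 ± 20.2 CPM after stroke and 0.213 ± 0.160 CPM in sham mice (log2 fold change 7.84, adjusted *P* = 1.27e-06, higher in 6 of 6 mice). Each NT + Stroke mouse had 559 to 1514 counts of *C3* and each NT + Sham mouse 1 to 7. The log2 fold change stayed between 7.64 and 8.11 with each mouse left out in turn. *Apob* (ENSMUSG00000020609, chromosome 12, 7977648 to 8016835) had 0 or 1 count per mouse after stroke and 0 to 6 in sham mice, with 1 count in 1 of 6 NT + Stroke mice and 13 counts in 4 of 6 NT + Sham mice. *Apob* was lower after stroke but had too few counts to be tested. Of the 20 genes of Figure 5(d), 11 were tested, 10 were higher and 10 lower, and the groups overlapped in 8 of 20.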

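Of 17008 genes tested in HT + Stroke vs NT + Stroke, 0 had an adjusted *P* under 0.05 and 1230 had an unadjusted *P* under 0.05 (569 upregulated and 661 downregulated), where 850 are expected if no gene differs. The smallest adjusted *P* was 0.654. The count at the unadjusted threshold was 3491 without mouse 3 of HT + Stroke and 630 without mouse 1 of NT + Stroke, and 0 genes had an adjusted *P* under 0.05 in either case. The 3 genes with the smallest *P* were *Fos*, *Lysmd3* and *Klc3*. *Fos* (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) was 7.07 ± 2.16 CPM in HT + Stroke and 12.8 ± 3.32 CPM in NT + Stroke (log2 fold change −0.85, SE 0.198, lower in 6 of 6 mice). *Lysmd3* (ENSMUSG00000035840, chromosome 13, 81657663 to 81672871) had a log2 fold change of −0.51 (SE 0.122) and was lower in 6 of 6 mice. *Klc3* (ENSMUSG00000040714, chromosome 7, 19394437 to 19404104) had a log2 fold change of 0.67 (SE 0.159) and was higher in 6 of 6 mice. The groups overlapped for *Fos* and *Lysmd3* but not for *Klc3*.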

The distribution of 1531 DEGs (732 upregulated and 799 downregulated) in the brains of HT + Stroke vs NT + Stroke mice is shown in Figure 5(e). The top 10 highly upregulated genes involved pro-apoptotic processes such as Bcl2-like 14 (*Bcl2l14*), hematopoietic SH2 domain containing protein (*Hsh2d*), neurodegeneration such as microRNA 132 (*Mir132*), and proinflammatory processes such as polymeric immunoglobulin receptor (*Pigr*) (Figure 5(f)). 

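*Bcl2l14* (ENSMUSG00000030200, chromosome 6, 134396318 to 134438736) had 0 to 15 counts per mouse in HT + Stroke and 0 or 1 in NT + Stroke. *Pigr* (ENSMUSG00000026417, chromosome 1, 130826684 to 130852249) had 0 to 17 and 0 or 1 counts, and mouse 3 of HT + Stroke held 17 of its 22 counts in that group. *Hsh2d* (ENSMUSG00000062007, chromosome 8, 72189638 to 72201527) had 1 to 11 counts in HT + Stroke and 0 to 5 in NT + Stroke, and was higher than the NT + Stroke median in 6 of 6 mice (log2 fold change 1.93, SE 0.777). *Mir132* (ENSMUSG00000065537, chromosome 11, 75173682 to 75173747), a short microRNA gene read here from poly(A) RNA, had 1 to 17 and 1 to 7 counts (log2 fold change 1.51, SE 0.620, higher in 5 of 6 mice). The 4 genes had too few counts to be tested, and the groups overlapped in each of them. Of the 20 genes of Figure 5(f), 4 were tested. With every gene that had a count included, 19 of the 20 genes had an unadjusted *P* under 0.05 and 0 had an adjusted *P* under 0.05 over all genes, and 19 passed when adjusted over the list alone, a list that was chosen on these mice and gives no independent evidence.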

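*Tgtp1* (ENSMUSG00000078922, chromosome 11, 48985327 to 48994172), which has a near-identical paralog whose reads cannot always be told from its own, was 0.434 ± 0.192 CPM in HT + Stroke and 0.798 ± 0.243 CPM in NT + Stroke (log2 fold change −0.86, SE 0.311, adjusted *P* = 0.654, lower in 5 of 6 mice). *Bcl2l15* (ENSMUSG00000044165, chromosome 3, 103832601 to 103854618) had 0 to 9 counts per mouse in HT + Stroke and 8 to 19 in NT + Stroke, with a log2 fold change of −1.10 (SE 0.475). *Agtr2* (ENSMUSG00000068122, chromosome X, 21484544 to 21489164) had 2 to 10 and 7 to 17 counts, with a log2 fold change of −0.92 (SE 0.423). *Bcl2l15* and *Agtr2* were lower than the NT + Stroke median in 6 of 6 mice but had too few counts to be tested.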

The top 10 downregulated genes included inflammasome-related and pro-apoptotic pathways such as Bcl2-like 15 (*Bcl2l15*), GTP activity such as T-cell specific GTPase 1 (*Tgtp1*), and anti-inflammatory pathways, i.e. angiotensin II type 2 receptor (*Agtr2*) (Figure 5(f)).

### Expression of genes related to extracellular matrix, immunity and cognition

Gene ontology enrichment analysis found the top 20 significantly up- and downregulated GO terms related to various biological processes for the comparisons between hypertensive vs normotensive mice, stroke vs sham, and hypertensive stroke vs normotensive sham.

The upregulated GO enrichment analysis comparing HT + Sham vs NT + Sham revealed 205 genes related to *extracellular matrix organization*, and 223 genes related to the *regulation of T cell activation* (Figure 6(a)). 

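*Cma1* (ENSMUSG00000022225, chromosome 14, 55941451 to 55944675), a mast cell protease gene, had 1 to 11 counts per mouse in HT + Sham and 0 or 1 in NT + Sham. All 6 HT + Sham mice had a count of *Cma1*, 21 in total, against 1 of 6 NT + Sham mice with 1 count. *Mmp12* (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499) had 0 to 66 counts in HT + Sham and 0 to 2 in NT + Sham, and mouse 6 of HT + Sham held 66 of the 72 counts of its group, as it did for most counts of *Mmp3*. The genes *Cma1*, *Mmp12* and *Mmp3* had too few counts to be tested.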

The top DEGs associated with *extracellular matrix organization* were: *Cma1*, *Mmp12*, and *Mmp3*. Furthermore, the top DEGs associated with the *regulation of T cell activation* were: *Slca4a1*, *Runx3*, and *Lgals3*. 

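The symbol *Slca4a1* was read as *Slc4a1* (ENSMUSG00000006574, chromosome 11, 102348824 to 102366203), which encodes a red blood cell anion exchanger. *Slc4a1* had 1 to 17 counts per mouse in HT + Sham and 0 to 2 in NT + Sham, and 6 of 6 HT + Sham mice lay above the NT + Sham median. *Runx3* (ENSMUSG00000070691, chromosome 4, 135120652 to 135177990) had 0 to 9 and 0 to 2 counts, with 9 counts each in mice 3 and 6 of HT + Sham. *Slc4a1* and *Runx3* had too few counts to be tested. *Lgals3* (ENSMUSG00000050335, chromosome 14, 47367751 to 47386160) was 3.37 ± 6.12 CPM in HT + Sham and 0.620 ± 0.359 CPM in NT + Sham (log2 fold change 2.51, SE 1.02, adjusted *P* = 0.577, higher in 5 of 6 mice). Mouse 6 of HT + Sham had 321 counts of *Lgals3* and the other mice of the group 7 to 19, and the log2 fold change was 0.50 without mouse 6.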

The downregulated GO enrichment analysis found 279 genes related to *synapse organization*, 183 genes related to *dendrite development*, and 199 genes related to *cognition* (Figure 6(b)). 

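*Disc1* (ENSMUSG00000043051, chromosome 8, 125054195 to 125261858) was 0.590 ± 0.368 CPM in HT + Sham and 1.02 ± 0.381 CPM in NT + Sham (log2 fold change −0.78, SE 0.374, adjusted *P* = 0.626), and 6 of 6 HT + Sham mice lay below the NT + Sham median. *Adgrf1* (ENSMUSG00000041293, chromosome 17, 43270329 to 43324737) had 1 count in 1 of 6 HT + Sham mice and 4 counts in 1 of 6 NT + Sham mice. *Ghsr* (ENSMUSG00000051136, chromosome 3, 27371351 to 27378010) had 0 to 2 counts per mouse in HT + Sham and 0 to 3 in NT + Sham. No difference in *Adgrf1* or *Ghsr* was detectable at this depth.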

The top downregulated genes associated with *synapse organization* included: *Adgrf1*, *Disc1*, and *Ghsr*. The top downregulated genes associated with *dendrite development* included: *Cacna1f*, *Disc1*, and *Trpc6*. 

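*Trpc6* (ENSMUSG00000031997, chromosome 9, 8544142 to 8680741) was 6.24 ± 1.33 CPM in HT + Sham and 8.05 ± 1.16 CPM in NT + Sham (log2 fold change −0.37, SE 0.146, adjusted *P* = 0.527, lower in 6 of 6 mice). *Cacna1f* (ENSMUSG00000031142, chromosome X, 7607083 to 7635196) had 4 to 9 counts per mouse in HT + Sham and 7 to 20 in NT + Sham (log2 fold change −0.84, SE 0.389, lower in 6 of 6 mice) and had too few counts to be tested. The groups overlapped for *Cacna1f*, *Trpc6* and *Disc1*.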

Lastly, the top downregulated DEGs associated with *cognition* included: *Ttc36*, *Adam2*, and *Grpr*.

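*Ttc36* (ENSMUSG00000039438, chromosome 9, 44799397 to 44803072) had a count in 1 of 6 HT + Sham mice (3 counts) and in 3 of 6 NT + Sham mice (11 counts). *Adam2* (ENSMUSG00000022039, chromosome 14, 66027329 to 66077733) had 1 count in HT + Sham and 5 counts in NT + Sham, each in 1 mouse. *Grpr* (ENSMUSG00000031364, chromosome X, 163513904 to 163549677) had counts in 3 of 6 mice of each group, 5 in HT + Sham and 16 in NT + Sham. These genes had too few counts to be tested, and no difference was detectable at this depth.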

**Figure 6.**
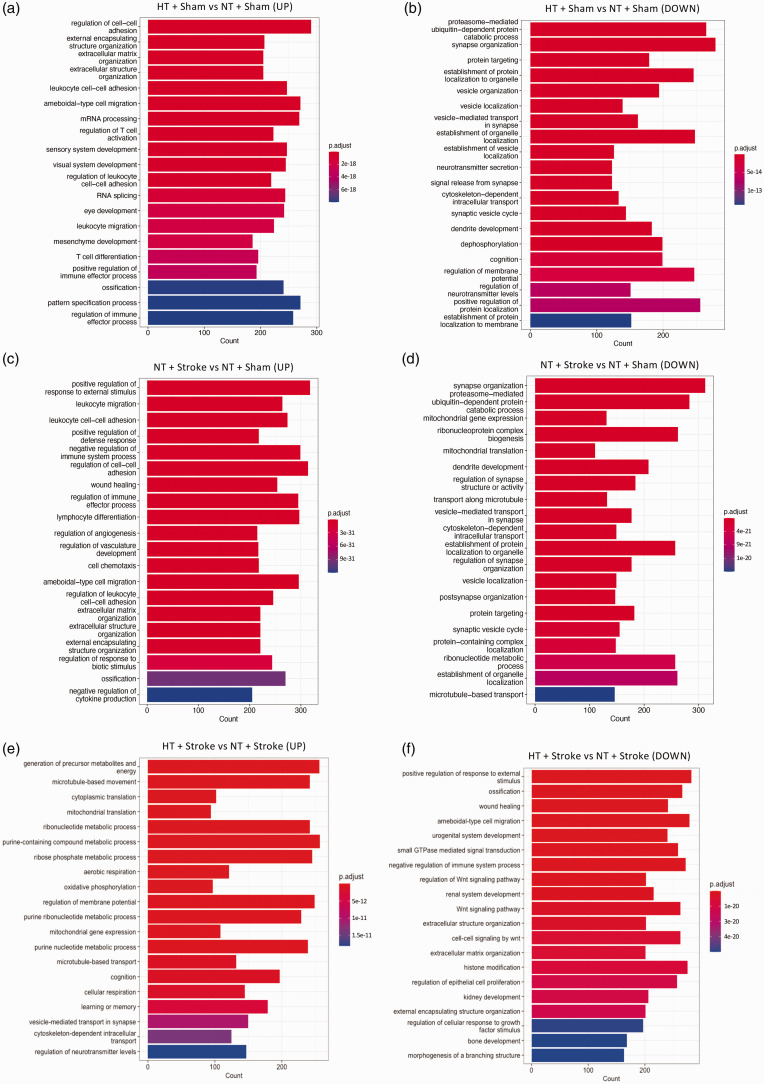
Gene ontology enrichment analysis of hypertensive and stroke brains. The GO terminology enriched in the set of genes that encode for the up- and downregulated processes related to biological processes of the (a and b) hypertensive (HT) + Sham vs normotensive (NT) + Sham, (c and d) NT + Stroke vs NT + Sham, and (e and f) HT + Stroke vs NT + Stroke within the prefrontal cortex. GO terms are ordered by their p-adjusted values, threshold was set to <0.01. Length of GO bars indicate the number of genes related to their corresponding GO term, color key represents the degree of significance (p-adjusted value).

Similarly, analysis of upregulated GO terminology comparing NT + Stroke vs NT + Sham revealed 299 genes related to the *negative regulation of immune system process*, and 221 genes related to *extracellular matrix organization* (Figure 6(c)). 

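*Mmp12* had 31 to 416 counts per NT + Stroke mouse and was at least 75.1-fold higher than in NT + Sham (adjusted *P* = 7.42e-05). *Lgals3* was 48.1 ± 26.2 CPM in NT + Stroke (log2 fold change 6.30, SE 0.673, adjusted *P* = 6.55e-05). *Cst7* (ENSMUSG00000068129, chromosome 2, 150570415 to 150578944) was 8.25 ± 3.77 CPM in NT + Stroke and 0.142 ± 0.155 CPM in NT + Sham (log2 fold change 5.82, SE 0.501, adjusted *P* = 2.54e-06), and its log2 fold change was 6.54 without mouse 2 of NT + Sham. In each of these 3 genes, 6 of 6 NT + Stroke mice lay above all NT + Sham mice. Among NT + Stroke mice, mouse 4 had the fewest counts of *Mmp12* and *Lgals3*.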

The top DEGs associated with the *negative regulation of immune system process* included: *Mmp12*, *Lgals3*, and *Cst7*. Moreover, the top DEGs associated with the *extracellular matrix organization* included: *Mmp12*, *Mmp3*, *Lgals3*. 

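*Mmp3* was 9.27 ± 4.48 CPM in NT + Stroke and 0.0552 ± 0.0855 CPM in NT + Sham (log2 fold change 7.30, SE 0.824, adjusted *P* = 5.78e-05), with 28 to 256 counts per NT + Stroke mouse. Its log2 fold change was 8.43 without mouse 2 of NT + Sham, which held 4 of the 6 counts of that group. All NT + Stroke mice lay above all NT + Sham mice for *Mmp3*.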

As for the downregulated GO terminologies, 312 genes were related to *synapse organization*, and 208 genes were related to *dendrite development* (Figure 6(d)). 

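*C1ql3* (ENSMUSG00000049630, chromosome 2, 13003457 to 13011806) was 8.00 ± 1.2 CPM in NT + Stroke and 16.0 ± 5.80 CPM in NT + Sham (log2 fold change −0.98, SE 0.201, adjusted *P* = 0.00219). *Il1rapl2* (ENSMUSG00000059203, chromosome X, 137570608 to 138846946) was 0.852 ± 0.194 CPM in NT + Stroke and 1.65 ± 0.546 CPM in NT + Sham (log2 fold change −0.93, SE 0.258, adjusted *P* = 0.0121). Both genes were lower in 6 of 6 NT + Stroke mice than in every NT + Sham mouse. *Adgrf1* had 0 counts in all 6 NT + Stroke mice, and a difference was not detectable at this depth.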

The top downregulated genes associated with *synapse organization* included: *Adgrf1*, *C1ql3*, and *Il1rapl2*. 

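*Fezf2* (ENSMUSG00000021743, chromosome 14, 12342094 to 12348189) was 30.3 ± 3.35 CPM in NT + Stroke and 52.4 ± 4.39 CPM in NT + Sham (log2 fold change −0.77, SE 0.074, adjusted *P* = 9.67e-07, lower in 6 of 6 mice). *Mir132* was lower after stroke, with 1 to 7 counts per NT + Stroke mouse and 3 to 12 per NT + Sham mouse (log2 fold change −1.28, SE 0.574, lower in 5 of 6 mice). *Atp7a* (ENSMUSG00000033792, chromosome X, 106027276 to 106124926) had 4 to 14 counts in NT + Stroke and 6 to 23 in NT + Sham (log2 fold change −0.90, SE 0.393, lower in 6 of 6 mice). *Mir132* and *Atp7a* had too few counts to be tested.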

Lastly, the top downregulated genes associated with *dendrite development* included: *Mir132*, *Atp7a*, and *Fezf2*.

GO terminology comparing HT + Stroke vs NT + Stroke groups found 197 upregulated genes related to *cognition* (Figure 6(e)). The top DEGs associated with *cognition* included: *Grpr*, *Mup20*, and *Gucy2d*. Moreover, there were more than 202 downregulated genes related to *Wnt signaling* and 272 downregulated genes related to *negative regulation of immune processes* (Figure 6(f)). 

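*Grpr* had a count in 4 of 6 HT + Stroke mice (8 counts) and in 1 of 6 NT + Stroke mice (1 count). *Mup20* (ENSMUSG00000078672, chromosome 4, 62050234 to 62054158), a major urinary protein gene with near-identical paralogs, had a count in 2 of 6 HT + Stroke mice (4 counts) and in 0 of 6 NT + Stroke mice. *Gucy2d* (ENSMUSG00000074003, chromosome 7, 98440416 to 98477479) had a count in 4 of 6 HT + Stroke mice (11 counts) and in 1 of 6 NT + Stroke mice (3 counts). At this depth no difference was detectable for *Grpr*, *Mup20* or *Gucy2d*, which had too few counts to be tested.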

The top downregulated genes associated with *Wnt signaling* included *Pin1rt1*, *Nppa*, and *Shisa3*. 

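*Shisa3* (ENSMUSG00000050010, chromosome 5, 67607882 to 67623552) was 9.66 ± 7.19 CPM in HT + Stroke and 19.8 ± 9.76 CPM in NT + Stroke (log2 fold change −1.01, SE 0.591, adjusted *P* = 0.660, lower in 6 of 6 mice). *Nppa* (ENSMUSG00000041616, chromosome 4, 148000722 to 148002079) was 0.827 ± 0.801 CPM in HT + Stroke and 1.74 ± 1.08 CPM in NT + Stroke (log2 fold change −1.03, SE 0.634, adjusted *P* = 0.666, lower in 5 of 6 mice). Without mouse 5 of HT + Stroke, the log2 fold change of *Nppa* was −1.56. *Pin1rt1* (ENSMUSG00000074997, chromosome 2, 104713926 to 104716379) had 2 counts in HT + Stroke and 6 in NT + Stroke, at most 2 in any mouse, and no difference was detectable at this depth.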

The top downregulated genes associated with *negative regulation of immune processes* were *Prg2*, *Tbx21*, and *Pvrig*. 

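*Tbx21* (ENSMUSG00000001444, chromosome 11, 97098071 to 97115331), which is also in a list of olfactory bulb genes used here, was 4.38 ± 3.86 CPM in HT + Stroke and 10.3 ± 6.26 CPM in NT + Stroke (log2 fold change −1.22, SE 0.673, adjusted *P* = 0.660, lower in 6 of 6 mice). *Prg2* (ENSMUSG00000027073, chromosome 2, 84980461 to 84983632) had 0 to 2 counts per mouse in HT + Stroke and 0 to 33 in NT + Stroke, where mouse 5 held 33 of 56 counts. *Pvrig* (ENSMUSG00000109713, chromosome 5, 138341961 to 138343557) had 3 counts in 1 of 6 HT + Stroke mice and 7 counts in 3 of 6 NT + Stroke mice. *Prg2* and *Pvrig* had too few counts to be tested.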

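Figure 7 names 60 genes, 20 for each GO term. In HT + Stroke vs NT + Stroke, all 20 cognition genes, among them *Drd4*, *Il1b* and *Drd2*, were higher, and all 20 Wnt signaling genes, among them *Shisa3*, *Lgr5* and *Frzb*, and all 20 genes of negative regulation of the immune system, among them *Tbx21*, *Cr2* and *Il13ra2*, were lower. Enough counts to be tested were found for 5 cognition, 15 Wnt signaling and 4 immune genes, and 0 of these had an adjusted *P* under 0.05, over all genes or adjusted over the list alone. At an unadjusted *P* under 0.05, 9 of the 60 genes passed when every gene with a count was included, and 7 passed with DESeq2. The groups overlapped in all 60 genes. Over the cognition genes the median log2 fold change was 0.52 for the 5 genes tested, and 0.56 for the 16 genes above 3 counts in any mouse, with groups at or under 3 counts set to their bound. The corresponding medians of the immune genes were −0.87 (4 genes) and −0.73 (18 genes). The study chose the 60 genes on these mice, so that their shared directions are not independent evidence.

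**Figure D3:**
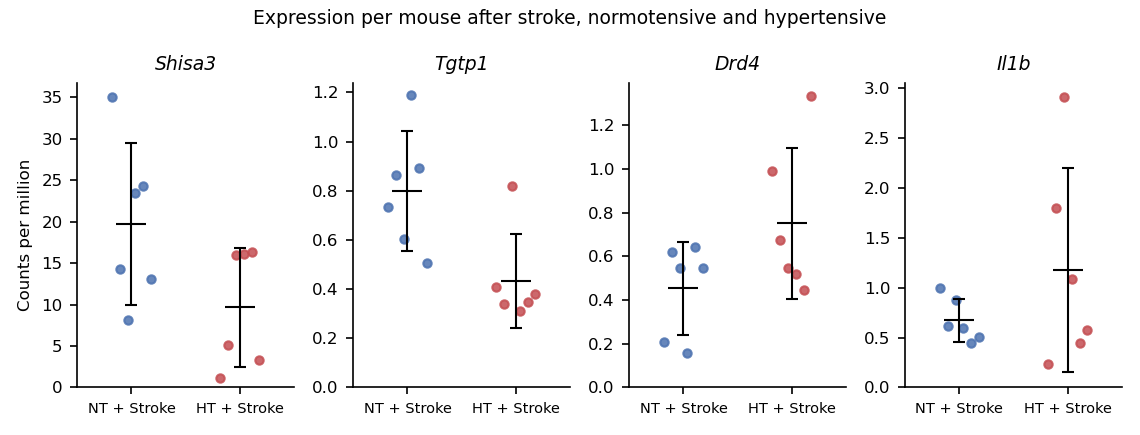
Expression of *Shisa3*, *Tgtp1*, *Drd4* and *Il1b* in each NT + Stroke and HT + Stroke mouse. The vertical axis is CPM, each point is 1 mouse, and bars give the mean ± SD of 6 mice. The groups overlap in each gene, and mouse 3 of HT + Stroke has the highest values of *Tgtp1* and *Il1b* in its group.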

Heat map analysis of the top 20 DEGs based on the GO enrichment analysis comparing HT + Stroke vs NT + Stroke related to *cognition*, *Wnt signaling pathway*, and *negative regulation of the immune system* is shown in Figure 7. 

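With DEGs defined by an adjusted *P* under 0.05, 0 genes were shared between NT + Stroke vs NT + Sham and HT + Stroke vs NT + Stroke. With an unadjusted *P* under 0.05 in both comparisons, 33 genes changed in the same direction (16 upregulated and 17 downregulated) and 539 changed in opposite directions. The NT + Stroke mice enter the 2 comparisons with opposite signs, so chance values of these mice push genes towards opposite directions. In 20 simulations that kept the effect of stroke and had no effect of hypertension, a mean of 88 genes (72 to 104) were shared in the same direction and 272.9 (242 to 301) in opposite directions. In 20 simulations without an effect of either, the means were 0.7 and 146.8 genes. The simulations drew each gene independently, so their ranges leave out the spread that genes moving together bring. With the effect of stroke kept, a mean of 784 genes had an unadjusted *P* under 0.05 in HT + Stroke vs NT + Stroke. Other splits of the stroke libraries gave 167 to 4317 such genes. Whether the observed values lie beyond chance is therefore not shown. Across 16711 genes, which are not independent replicates, the log2 fold changes of the comparisons had a Pearson correlation of −0.32, against −0.222 to −0.156 in the simulations that kept the effect of stroke and −0.524 to −0.492 in those without an effect of either.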

The number of upregulated and downregulated DEGs that are unique or common to the comparison between NT + Stroke vs NT + Sham (effect of stroke) and HT + Stroke vs NT + Stroke (effect of hypertension in stroke) is shown in Figure 7(d) and (e), respectively.

**Figure 7.**
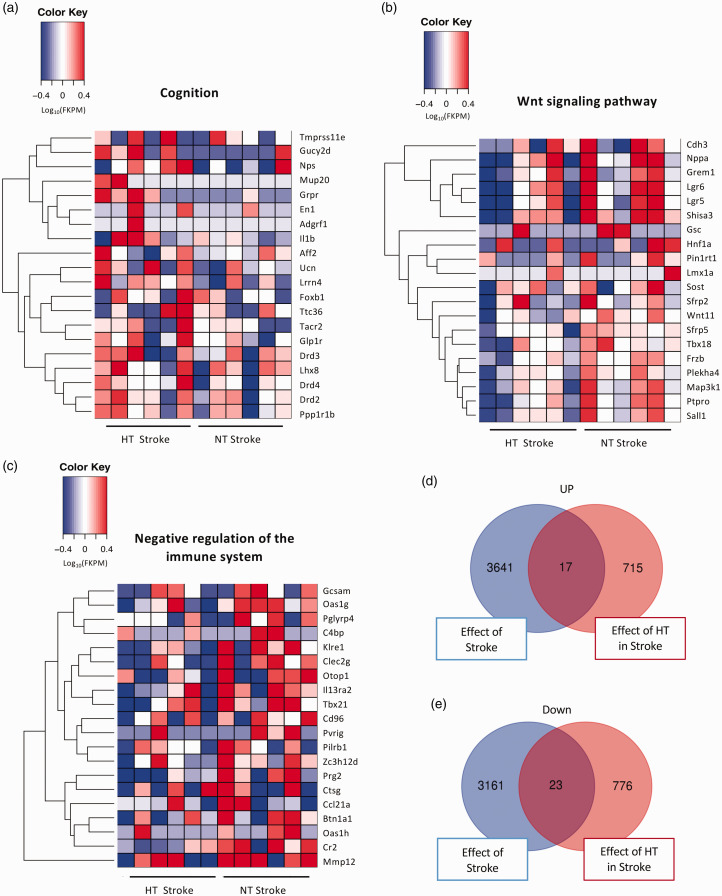
Heatmap analysis of the hypertensive stroke brain. The top 20 differentially expressed genes from the hypertensive (HT) + Stroke vs normotensive (NT) + Stroke comparison determined by gene ontology enrichment analysis: (a) cognition, (b) Wnt signaling pathway and (c) negative regulation of the immune system. Gene expression is shown as log_10_(FPKM +1) with a p-value threshold of <0.05. Venn diagrams illustrate the number of: (d) upregulated and (e) downregulated differentially expressed genes that are unique and shared between the NT + Stroke vs NT + Sham (effect of stroke) and HT + Stroke vs NT + Stroke (effect of hypertension in stroke) comparisons.

## Discussion

The findings of this study support the hypothesis that hypertension exacerbates post-stroke cognitive impairment. There are several important findings of the study. First, we identified that hypertension and stroke alone impaired aspects of cognitive function in mice. Second, the combination of hypertension and stroke exacerbated the impairment of executive function and increased the occurrence of spontaneous brain hemorrhage. 

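The effect of hypertension in stroke mice was compared with that in sham mice by an interaction test of all 4 groups, (HT + Stroke − NT + Stroke) − (HT + Sham − NT + Sham). Of 17608 genes tested, 0 had an adjusted *P* under 0.05 and 1836 had an unadjusted *P* under 0.05 (800 with a positive and 1036 with a negative difference), where 880 are expected if no gene differs. The smallest adjusted *P* was 0.262. With DESeq2, 16 genes had an adjusted *P* under 0.05 (3 positive and 13 negative). The 3 genes with the smallest *P* were *Plxdc1* (ENSMUSG00000017417, chromosome 11, 97923238 to 97986444), with a log2 difference of 0.50 (SE 0.110), *Syt6* (ENSMUSG00000027849, chromosome 3, 103575231 to 103645569), with −0.82 (SE 0.181), and *Vamp1* (ENSMUSG00000030337, chromosome 6, 125215551 to 125245964), with 0.40 (SE 0.089). Among stroke mice, 6 of 6 HT + Stroke mice lay above the NT + Stroke median for *Plxdc1* and *Vamp1*, and 5 of 6 lay below it for *Syt6*. From the transcriptomic comparisons, the paper proposes that comorbidity brought further genetic changes that may contribute to worse outcomes.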

Third, hypertension or stroke alone altered the genetic landscape in brain and comorbidity resulted in further genetic changes which may contribute to the worsening of outcomes. Our findings highlight the profound impact that hypertension and stroke, alone or in combination, have on the brain.

We found impaired spatial working memory in hypertensive mice, but not stroke alone, using the object relocation task.^20^ Moreover, using the spontaneous alternation test to assess spatial working memory, there was no effect of stroke or hypertension alone one-week post-stroke. These findings are consistent with previous studies, in which no memory impairment was observed one week after prefrontal stroke.^19^ Importantly, impaired working memory was only observed with the combination of hypertension and stroke when compared to control. This finding is consistent with worse outcomes in comorbid mice. Next, we assessed spatial reference memory and learning in mice at an extended time-point using the Barnes maze. Distance travelled and primary error were all comparable across all groups which indicates interaction with the behavioral task. There was also no significant effect on primary latency (time taken to locate the escape hole), indicating mice are able to locate and navigate to the escape hole in a similar time. However, we observed a profound impairment in the latency to enter the escape hole. While no apparent impairment was observed in hypertension alone, stroke alone resulted in impaired cognition across the 3 days. More importantly, the combination of stroke and hypertension exacerbated the impairments as shown by a longer escape latency when compared to other groups. Overall, our findings suggest that executive function is impaired by stroke in the prefrontal cortex and the combination of hypertension and stroke exacerbates this impairment. Indeed, it has previously been shown that when mice enter the escape hole, there is an increased firing of prefrontal cortex neurons whereas this not observed when animal located the escape hole,^25^ highlighting the critical role of the prefrontal cortex in this process. While previous studies have reported spatial memory impairment with the Barnes maze at 30 d after the induction of hypertension,^16^ that study used a higher dose of angiotensin II (0.86 vs 0.28 mg/kg/d). As angiotensin II has several direct effects on the cerebral vasculature independent of hypertension,^14^ a higher dose may have promoted a greater impairment of spatial memory. Despite worsened cognition, we found no difference in infarct volume between normotensive and hypertensive mice following stroke at either the 14- or 28-day timepoints. While studies in other models of hypertension and stroke have reported larger infarcts (e.g. larger infarcts in stroke-prone spontaneously hypertensive rats compared Wistar-Kyoto rats^26^) our findings suggest that hypertension does not contribute to the size of the infarct in this model of stroke. Thus, mechanisms not related to direct brain injury contribute to the worsened cognition in comorbid mice.

A previous study has reported that angiotensin II levels are elevated in both the ipsilateral and contralateral hemispheres after MCAO.^27^ While it is unknown whether a similar increase occurs after PT stroke, we note that in the present study, systolic blood pressure was not affected by stroke. Thus, any change to angiotensin II levels after stroke, if present, was not sufficient to change blood pressure. This is perhaps not surprising considering the reported levels of angiotensin II in the brain after stroke (242 pg/g of tissue) is considerably lower than the dose we delivered via osmotic minipump.^27^ Secondly, we targeted the stroke to the prefrontal cortex which is relatively distant to key blood pressure controlling regions of the brain that are activated by angiotensin II during hypertension (e.g. subfornical organ, circumventricular organs, hypothalamus, and brainstem).^28^ However, we can’t exclude the possibility that the increased disease severity in comorbid mice (increased haemorrhages and cognitive impairment) may be due to blood pressure independent effects of angiotensin II. This possibility warrants future examination.

We observed extravasation of IgG – the most abundant antibody class in plasma – in the prefrontal cortex of all mice subjected to stroke, indicating a compromised BBB following cerebral ischemia. However, IgG extravasation was no more severe in post-stroke mice that were also hypertensive. Nevertheless, hypertension markedly increased the incidence of spontaneous macroscopic brain hemorrhages in mice that had received stroke. Clinically, hemorrhagic transformation occurs in up to 40% of ischemic stroke cases.^29^ The occurrence of hemorrhages both within and distal to the infarct region may be related to events following the stroke, such as global inflammation and oxidative stress, which can contribute to the development of endothelial dysfunction and subsequent vessel rupture.^30^ Interestingly, we only observed hemorrhagic transformation in mice in the 14-day protocol, despite similar elevations in systolic blood pressure as in mice belonging to the 28-day protocol. Although, the underlying mechanisms are unclear, the multitude of effects that angiotensin II exerts on the cerebral circulation, including disruption of BBB proteins,^14^ may have possibly contributed to this effect.

The polarization of astrocytes and microglia were of interest as glial cells play a major role in modulating neuroinflammation,^31^ which we hypothesize is a contributing factor to worsened outcomes after hypertension and stroke. We observed an overall elevation of proinflammatory and anti-inflammatory astrocyte and microglia markers in stroke mice at day 28. However, the cause of exacerbated cognitive impairment in comorbid mice remains to be elucidated. Thus, we analyzed transcriptomic changes in the brains of mice subjected to stroke and/or hypertension with a focus on neuroinflammatory genes. The worsened cognitive function observed with the combination of hypertension and stroke was associated with an increase expression of genes which contribute to apoptotic and inflammatory pathways. For example, we found changes in expression of genes belonging to Bcl-2 family proteins associated with the inflammasome complex to induce apoptosis including upregulation of *Bcl2l14*. By contrast, *Bcl2l15*, another pro-apoptotic gene, was downregulated. 

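*Bcl2l14* was detected in 3 of 6 HT + Stroke mice, with 20 counts in total, and in 2 of 6 NT + Stroke mice, with 2 counts. Mouse 3 of HT + Stroke held 15 of the 20 counts. *Bcl2l15* was detected in 5 of 6 HT + Stroke mice, with 33 counts in total, and in 6 of 6 NT + Stroke mice, with 78 counts. Their mean expression was 0.158 ± 0.269 CPM (*Bcl2l14*) and 0.298 ± 0.213 CPM (*Bcl2l15*) in HT + Stroke, and 0.0194 ± 0.0302 CPM and 0.644 ± 0.205 CPM in NT + Stroke.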

Opposing expression patterns in apoptotic markers could be explained by *Bcl2l14* assuming another role such as intracellular protein trafficking rather than stress-induced apoptosis.^32^ This is consistent with the concept that apoptosis predominantly occurs in acute stages (<48 h) of stroke^33^ and that repair and plasticity occur in chronic stages.^34^

There is increasing relevance of microRNAs as biomarkers for stroke pathology.^35^ Indeed, it has been suggested that miR-132 may be a biomarker for mild and post-stroke cognitive impairment,^36,37^ and overexpression of miR-132 impairs neuroplasticity and short term memory.^38^ We found *Mir132* gene expression was upregulated after stroke in normotensive mice compared with sham and was further upregulated in hypertensive mice after stroke compared with normotensive mice after stroke. 

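In total, *Mir132* had 41 counts in NT + Sham, 18 in NT + Stroke and 49 in HT + Stroke. Its expression was 0.364 ± 0.174 CPM in NT + Sham, 0.147 ± 0.128 CPM in NT + Stroke and 0.429 ± 0.374 CPM in HT + Stroke. In HT + Stroke, mice 1, 3 and 5 had 17, 12 and 14 counts of *Mir132* and the other mice 1 to 3. Libraries of poly(A) RNA do not measure the mature microRNA.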

Our findings are consistent with the aforementioned studies showing increased miR-132 is associated with worsened outcomes. However, the role of miR-132 is complex with other studies showing that miR-132 reduces β-amyloid accumulation and drives neurogenesis in the hippocampus.^39,40^ Thus, it is possible that the upregulation of *Mir132* gene expression in the brains of hypertensive mice after stroke may be a compensatory response in order to promote repair of the injured tissue. Further studies are needed to clarify the role of miR-132 in the setting of hypertension and stroke.

Our RNA sequencing analysis revealed that gene expression of the angiotensin II type 2 receptor (AT2R), *Agtr2*, was downregulated in HT + Stroke compared to NT + Stroke. 

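*Agtr2* had 35 counts in total in HT + Stroke and 73 in NT + Stroke, or 0.323 ± 0.184 CPM and 0.615 ± 0.218 CPM. The groups overlapped, since a pair of HT + Stroke mice had 8 and 10 counts of *Agtr2* and the lowest NT + Stroke mouse had 7.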

AT2R has been suggested to play a role in cognition,^41^ and induces anti-inflammatory effects by promoting anti-inflammatory cytokine, such as IL-10, release.^42^ Furthermore, activation of the AT2R promotes neurite outgrowth and supports neuronal survival in the brain during ischemia.^43^ Thus, downregulation of the AT2R after hypertension and stroke may result in loss of anti-inflammatory and neuronal survival pathways, leading to worsened outcomes. GO enrichment analysis revealed an upregulation of genes that negatively influence cognition, such as dopamine receptor D4 (*Drd4*) which inhibits adenylyl cyclase and has been implicated in neurobehavioural disorders,^44^ and interleukin 1 beta (*Il1b*) which encodes for the proinflammatory cytokine IL-β which is produced by caspase-1 and is involved in pyroptosis with downstream effects that likely have a negative impact on cognition.

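*Drd4* (ENSMUSG00000025496, chromosome 7, 141292006 to 141296464) was 0.751 ± 0.344 CPM in HT + Stroke and 0.454 ± 0.213 CPM in NT + Stroke (log2 fold change 0.71, SE 0.383, adjusted *P* = 0.654), and 3 of 6 HT + Stroke mice lay above the NT + Stroke median. *Il1b* (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) was 1.18 ± 1.02 CPM in HT + Stroke and 0.673 ± 0.216 CPM in NT + Stroke (log2 fold change 0.83, SE 0.485, adjusted *P* = 0.660), and 3 of 6 HT + Stroke mice lay above the NT + Stroke median. Mouse 3 of HT + Stroke had 64 counts of *Il1b*, and the log2 fold change was 0.32 without it.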

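Of the 20 Wnt signaling genes of Figure 7(b), 15 had enough counts to be tested in HT + Stroke vs NT + Stroke, and their median log2 fold change was −0.63. With groups at or under 3 counts set to their bound, the median was −0.62 over 17 genes. Adjusted over the list alone, the smallest adjusted *P* was 0.205. Expression of these genes followed that of 8 olfactory bulb genes across the 6 NT + Sham mice, which are outside the comparison (exact permutation test, Pearson r = 0.978, *P* = 0.00278, Spearman rho = 0.943, *P* = 0.0167). The Benjamini-Hochberg value of the rank correlation over 9 relations was 0.05, and r was 0.949 without the 2 mice farthest from the median. With olfactory bulb and striatal scores as covariates, a choice made after the data were seen, the median log2 fold change was −0.03. It was −0.13 without HT + Stroke mouse 3 and −0.02 without NT + Stroke mouse 1. The covariates also remove any effect of hypertension that moves with these scores, so such an effect on the Wnt signaling genes stays open.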

GO enrichment analysis revealed Wnt signaling pathways to be downregulated in HT + Stroke group when compared to NT + Stroke. Wnt signaling plays a vital role in many processes in cells of the CNS including survival, proliferation and function of the cerebrovascular endothelial cells, neurons, pericytes, astrocytes, microglia, and oligodendrocytes.^45^ Canonical Wnt/β-catenin signaling has been reported in stroke and may act as a neuroprotective and regenerative factor,^46^ and in the promotion hippocampal neurogenesis.^47^ Our finding of downregulation of Wnt signaling in HT + Stroke mice could lead to attenuation of neuroprotective signaling mechanisms and thereby limit post-stroke repair.

Overall, our data indicate that hypertension and stroke may each result in cognitive impairment which is exacerbated when these diseases occur in combination. Thus, our findings highlight the critical importance of treating hypertension effectively, especially in stroke patients, to limit cognitive decline and dementia risk.

## Supplemental Material

sj-pdf-1-jcb-10.1177_0271678X241262127 - Supplemental material for Post-stroke cognitive impairment and brain hemorrhage are augmented in hypertensive mice Supplemental material, sj-pdf-1-jcb-10.1177_0271678X241262127 for Post-stroke cognitive impairment and brain hemorrhage are augmented in hypertensive mice by David E Wong Zhang, Tayla A Gibson Hughes, Hericka B Figueiredo Galvao, Cecilia Lo, Quynh Nhu Dinh, Shenpeng R Zhang, Hyun Ah Kim, Sharmalee Selvaraji, Andrew N Clarkson, Thiruma V Arumugam, Grant Drummond, Christopher G Sobey and T Michael De Silva in Journal of Cerebral Blood Flow & Metabolism

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. The datasets for bulk RNA sequencing discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^48^ and are accessible through GEO Series accession number GSE247789 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE247789)

How the deposited data were processed for this re-analysis (not part of the article)

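Gene expression was measured by RNA sequencing of poly(A) RNA in a coronal section of brain that included the prefrontal cortex. There were 24 libraries, 6 each from NT + Sham, NT + Stroke, HT + Sham and HT + Stroke mice of the 28-day protocol, and each library was treated as 1 mouse because the tables number 6 libraries per group. HT mice received angiotensin II at 0.28 mg/kg/day for 28 days and NT mice received vehicle, and sham surgery or photothrombotic stroke followed on day 7. Sex, age and strain did not differ between the groups in the sample labels. No sequencing batch or date was given, so batches could not be examined.

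The authors deposited 4 tables, for HT + Sham vs NT + Sham, NT + Stroke vs NT + Sham, HT + Stroke vs NT + Stroke and HT + Stroke vs NT + Sham, which list 31034, 31529, 31883 and 31672 genes. The counts as deposited are whole numbers of reads (or read pairs) per gene, which the authors made by mapping to the Ensembl mouse genome and annotation and did not normalize. The paper's text does not name the aligner, the counting tool or the genome build. Every gene listed in a table had at least 2 counts in total over its 12 libraries. The FPKM values as deposited were made by the authors by dividing counts by the gene length and by an effective library size. The log2 fold changes and the p-value columns as deposited came from the authors' test, for which the methods name the DESeq package and Benjamini-Hochberg adjustment, with an adjusted P under 0.05. The 48 columns of normalized counts and 8 columns of group means in the tables were not used. Libraries of NT + Sham, NT + Stroke and HT + Stroke occur in more than 1 table, and of 48 comparisons of their counts or FPKM between tables, 0 held a value that differed. Those of HT + Sham occur in 1 table and could not be compared. Joined by Ensembl identifier, the tables hold 33981 genes, of which 33960 (99.94%) are in GENCODE mouse release 21 on GRCm38, 97.65% of them at the same position. Genes were kept apart by identifier, since 22 gene names are used by more than 1 identifier. A gene missing from a table was given 0 counts for libraries that other tables do not cover.

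The total count per library was 15922919 to 24865998 (median 18497216). A group whose libraries all have at most 3 counts of a gene was treated as at the floor, where a fold change is a lower bound computed against 3 counts. Intervals and floors cover counting error only.

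Groups were compared in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr (minimum count 10, minimum total count 15), libraries were scaled by TMM, and a two-sided quasi-likelihood test with robust dispersion shrinkage was run on the libraries of the groups compared. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. The 4 comparisons of the deposited tables, HT + Stroke vs HT + Sham and the interaction of hypertension and stroke over all 4 groups were tested. The SE printed with a log2 fold change is its absolute value divided by the square root of the quasi-likelihood F statistic, an approximation. A gene left out by the filter has no adjusted P in the text, and its log2 fold change and SE come from the fit of all genes with at least 1 count. Named genes are every gene that the paper's text names for its RNA sequencing, and for each comparison the 5 with the largest and the 5 with the smallest log2 fold change among genes with an adjusted P under 0.05, an average log2 CPM above 1 and no overlap between the groups, or the 3 genes with the smallest P where no gene passed. CPM was computed with TMM-scaled library sizes, with a prior count of 2 where it was logged for tests of lists.

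The comparisons, tests, thresholds, named-gene rule, marker lists and most alternatives were chosen before the data were examined. The alternatives were an unadjusted P under 0.05, DESeq2 1.42.0 with its own size factors and independent filtering, no scaling beyond library size, upper-quartile scaling, all genes with at least 1 count, genes with at least 10 counts in every library, limma 3.58.1 on log2(FPKM + 1) and on log2(FPKM + 0.1), all 4 groups in one fit, and each library left out in turn. DESeq2 with an unadjusted P under 0.05, and olfactory bulb and striatal scores as covariates, were added after the data were seen. For Figure 7, adjustment over the list alone was also added. A count of genes was called changed where it differed by more than 1.5 times.

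There were 19 lists of marker genes, for cortex and neighbouring brain regions, neighbouring tissues, glial and immune cells, blood, sex, immediate early genes and the genes of the paper's RT-PCR. Each list with at least 2 genes tested was examined with limma's camera at an inter-gene correlation of 0.01, adjusted over 105 pairs of a list and a comparison, with fry and with camera at an estimated correlation beside it. The score of a list in a mouse is the mean of log2(CPM + 1) over its genes with a mean of at least 0.5 CPM. Scores were compared by exact two-sided permutation tests, or for the interaction by permutation within sham and within stroke mice, and adjusted over 48 tests. The stroke score is the mean over phagocyte and reactive astrocyte genes. For each comparison, 100 splits of the libraries into groups of the same sizes, the real one included, were fitted in the same way. For the overlap of the effect of stroke and the effect of hypertension in stroke, counts were simulated 20 times under each of 2 models. Both models share the NT + Stroke libraries and draw each gene independently.

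The pipeline was tested on simulated data made from the counts of the NT + Sham and HT + Sham libraries, with each gene drawn independently. Changes were planted only in genes with a mean of at least 50 counts. The numbers called therefore do not give the power for genes with fewer counts or for comparisons of stroke mice. With edgeR, 44, 49 and 50 of 50 genes with planted changes of 1.5-fold, 2-fold and 4-fold were called, 17 of 50 genes with a smaller change, and 11 genes without a change, among 16416 genes. DESeq2 called 44, 49, 50 and 23 such genes and 21 genes without a change among 16581 genes, and limma 43, 49, 50 and 15 with 13 without a change. Of 20 simulated lists, the shifted list was recovered by camera, fry and camera at an estimated correlation, and 0 lists without a shift were called. The genes of these lists were drawn independently, so false calls from correlation within a list were not tested. A planted difference carried by a nuisance signal in 200 genes fell from a median log2 value of 0.54 to 0.01 with the nuisance score as a covariate.

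The numbers of genes per GO term in the paper were not recomputed, since the reference used here holds no GO annotation. Values measured by behavior, imaging, immunohistochemistry and RT-PCR were not analysed.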

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

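All tests of explanations in this part were chosen only after the results they bear on were seen. The comparisons, the interaction and the marker lists with their tests were those of the processing summary, chosen before the data were examined. Values of lists and genes per mouse are on the scale of log2(CPM + 1), for a list as the mean over its genes.

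In 18 of the 172 groups of 6 mice examined, 80 of library totals and list scores and 92 of single genes, 1 mouse lay far from the other 5, against 8.6 expected by chance. The lists share mice and the genes share lists, so these are not 18 separate events.

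Mouse 6 of HT + Sham lay far from the other mice of its group in 6 values. It was higher in genes of phagocytic microglia and macrophages (4.54, others 2.34 to 2.59), reactive astrocytes (3.96, others 2.77 to 2.85), the genes of the paper's RT-PCR (3.12, others 2.36 to 2.57), the stroke score (4.25, others 2.55 to 2.71) and *Lgals3* (4.08, others 0.49 to 1.12), and lower in genes of cortical excitatory neurons (7.26, others 7.64 to 7.81). Its olfactory bulb score of 6.11 was the highest and its striatal score of 3.98 the lowest of the 24 mice. A mislabelled stroke mouse cannot be told apart from a sham mouse with an injury, because its stroke score of 4.25 lay outside the range of NT + Stroke (4.37 to 5.83) but inside that of HT + Stroke (3.07 to 6.20). RNA of a stroke library mixed into this library is a candidate explanation that stays open. The share of NT + Stroke RNA that it would need was 33.7% as the median over 10 phagocyte genes (23.2 to 57.9%). The median was 37.8% over 10 reactive astrocyte genes (−2.6 to 69.8%), a ratio of 1.12. Unequal medians would have argued against mixing, but similar ones do not favor it, since an injury could also raise both lists. Mixing alone would give similar shares in all genes, apart from counting error and the spread between mice, and the shares of single genes differed widely. An injury in a hypertensive mouse without stroke is a biological explanation that also stays open and was not tested. The stroke score differed by 0.37 between HT + Sham and NT + Sham (exact permutation test, P = 0.00433, adjusted over 48 tests 0.0208, 6 of 6 mice above the NT + Sham median), and by 0.10 without this mouse. Without this mouse, 775 instead of 1332 genes had an unadjusted *P* under 0.05 in HT + Sham vs NT + Sham, and 0 genes had an adjusted *P* under 0.05 either way.

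The other 12 values came from 6 mice. In NT + Sham, mouse 2 was higher in phagocyte genes (2.53, others 2.26 to 2.34), the stroke score (2.64, others 2.53 to 2.55), *Mmp3* (0.29, others 0 to 0.08) and *Cd5l* (0.47, others 0 to 0.07), mouse 3 was lower in leptomeninges genes (2.83, others 2.99 to 3.08) and mouse 6 was lower in cortical excitatory neuron genes (7.72, others 7.81 to 7.84). In NT + Stroke, mouse 4 was lower in *Mmp12* (1.16, others 3.24 to 4.21), *Mmp3* (1.08, others 3.08 to 3.82), *Cd5l* (1.89, others 4.85 to 6.17) and *Il1rapl2* (0.56, others 0.90 to 1.01). In HT + Stroke, mouse 3 was higher in *Tgtp1* (0.86, others 0.39 to 0.49) and mouse 5 was lower in *Glra3* (1.73, others 2.19 to 2.32). The values of *Mmp3* and *Cd5l* in NT + Sham mouse 2 rest on 4 and 7 counts. No technical or biological explanation was tested for these 12 values.

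The difference between the effects of hypertension in stroke and in sham mice passed camera for 10 lists. As median log2 differences with the range over leaving out each library in turn, these were 0.77 for striatal projection neurons (0.39 to 1.09), 0.37 for cortical excitatory neurons (0.30 to 0.42), −2.18 for olfactory bulb (−2.44 to −1.90), −1.14 for leptomeninges (−1.42 to −0.82), −1.41 for hypothalamus and basal forebrain neuropeptides (−1.59 to −1.16), −1.72 for phagocytic microglia and macrophages (−2.12 to −1.24), −0.77 for reactive astrocytes (−1.00 to −0.46), 0.15 for myelin and oligodendrocytes (0.11 to 0.23), −0.36 for immediate early genes (−0.51 to −0.18) and −0.46 for the RT-PCR genes (−0.65 to −0.28). The values nearest to or farthest from 0 that moved by more than 1.5 times were 0.39 for striatal neurons without NT + Stroke mouse 4, −0.46 for reactive astrocytes without HT + Sham mouse 6, 0.23 for myelin without HT + Sham mouse 5, −0.18 for immediate early genes without HT + Sham mouse 2 and −0.28 for the RT-PCR genes without HT + Stroke mouse 1. Under fry only the olfactory bulb list passed among these 10, and under camera with an estimated correlation 0 of them did. Scores per mouse were also permuted within sham and within stroke mice, with *P* adjusted over 48 tests. This *P* was 0.0217 for olfactory bulb, 0.0230 for cortical neurons and 0.0425 for leptomeninges. It was 0.332 for striatal neurons, 0.223 for the stroke score, 0.193 for myelin, 0.332 for immediate early genes and 0.148 for the RT-PCR genes. The neuropeptide list had no such test. By single genes the same interaction gave 0 genes with an adjusted *P* under 0.05 and 1836 with an unadjusted *P* under 0.05, and 9 of the 100 splits of the libraries gave as many (median of the others 623, range 224 to 3868).

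A section plane that differed between mice, with more olfactory bulb and less striatum in some sections, is a candidate explanation for part of these differences. With olfactory bulb and striatal scores as covariates, the percent of the median difference left was 18.2 for cortical neurons, 25.1 for leptomeninges, −11.2 for neuropeptides, 26.9 for phagocytes, 20.9 for reactive astrocytes and −2.5 for the RT-PCR genes, so 6 of the 8 lists other than those behind the scores kept less than 50% of it. Without HT + Stroke mouse 3 the differences left were larger, −0.67 instead of −0.29 for leptomeninges, −1.02 instead of −0.46 for phagocytes, −0.46 instead of −0.16 for reactive astrocytes and 0.13 instead of 0.07 for cortical neurons. They were smaller or changed sign without other mice, at −0.10 for leptomeninges without NT + Stroke mouse 2, 0.04 for phagocytes without HT + Stroke mouse 5, 0.16 for reactive astrocytes without NT + Stroke mouse 3 and 0.03 for cortical neurons without HT + Stroke mouse 5. For neuropeptides they were −0.06 without HT + Stroke mouse 4 and 0.34 without NT + Stroke mouse 3 instead of 0.16, and for the RT-PCR genes −0.16 without HT + Stroke mouse 4 and 0.16 without HT + Stroke mouse 5 instead of 0.01. The tables argue against the plane as the whole explanation for immediate early genes (186.3% left, −0.66, and −0.86 to −0.45 over leaving out each library). For myelin genes 79.0% was left (0.12, but 0.05 without HT + Stroke mouse 5), so the plane and an effect of hypertension cannot be told apart. For the olfactory bulb and striatal lists themselves the covariates fix the outcome, so that nothing is shown. The scores differ between the groups, so the covariates also remove any effect of hypertension and stroke that moves with them. A biological difference between the effects of angiotensin II in stroke and in sham mice therefore stays open, as does mouse 6 of HT + Sham. Without mouse 6 and without covariates, the differences were −1.31 for phagocytes, −0.46 for reactive astrocytes and 0.40 for striatal neurons.

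HT + Stroke was compared by the authors' deposited tables with NT + Sham, a comparison that the paper's text names once, for its gene ontology terms, where the figure legend names HT + Stroke vs NT + Stroke instead. The paper gives no number of genes for this comparison, which gave 2470 genes with an adjusted *P* under 0.05 (1403 upregulated and 1067 downregulated), and 1 of the 100 splits of the libraries, the real one, gave as many (others 0 to 354). Leaving out HT + Stroke mouse 2 gave 1357 genes. Among these genes, *C3* (log2 fold change 7.79, adjusted *P* = 0.00963), *Lcn2* (6.41, 0.0117), *Lgals3* (6.03, 0.0115), *Clec7a* (5.72, 0.0113) and *Cst7* (5.67, 0.00836) were the most increased and *Glra3* (−0.96, 0.00693), *C730002L08Rik* (−0.93, 0.00602), *Npy5r* (−0.77, 0.0112), *Gm15920* (−0.76, 0.0137) and *Spx* (−0.75, 0.0253) the most decreased by the rule for named genes. In each, the 6 HT + Stroke mice lay beyond all 6 NT + Sham mice, which chance gives in 0.216% of genes. The log2 fold change of *Cst7* was 6.38 without NT + Sham mouse 2 and 5.29 without HT + Stroke mouse 3. *Spx* lost its call in 2 of the 12 fits with 1 library left out. Its adjusted *P* was highest without NT + Sham mouse 4 (0.0673, range over the libraries left out 0.0318 to 0.0673). *Gm15920* is annotated as a processed pseudogene, whose reads can belong to a parent gene, which was not tested.

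HT + Stroke vs HT + Sham, which the paper does not report for RNA sequencing, gave 108 genes with an adjusted *P* under 0.05 (91 upregulated and 17 downregulated), and 2 of the 100 splits gave as many (others 0 to 209). The most increased were *Ccdc153* (log2 fold change 2.66, adjusted *P* = 0.0141), *Clec12a* (2.25, 0.0473), *Thbs4* (1.63, 0.00627), *Dmkn* (1.61, 0.00955) and *Spint1* (1.45, 0.0154), and the most decreased *Adcyap1* (−0.70, 0.00995), *C730002L08Rik* (−0.69, 0.0334), *Pter* (−0.57, 0.0334), *Cdk14* (−0.53, 0.0473) and *Bhlhe22* (−0.51, 0.0115), each without overlap between 6 and 6 mice. Without HT + Stroke mouse 2, adjusted *P* was 0.0608 for *Ccdc153* (range over the libraries left out 0.00121 to 0.0608), 0.128 for *Clec12a* (0.0119 to 0.128), 0.0608 for *Spint1* (0.00776 to 0.0608), 0.109 for *C730002L08Rik* (0.0138 to 0.109), 0.111 for *Pter* (0.0223 to 0.111) and 0.134 for *Cdk14* (0.0218 to 0.134). Over the 12 fits with 1 library left out, the call was lost in 9 for *Clec12a*, 8 for *Cdk14*, 6 each for *C730002L08Rik* and *Pter*, and 4 each for *Ccdc153* and *Spint1*. It was lost in 0 fits for *Thbs4*, *Dmkn*, *Adcyap1* and *Bhlhe22*. The number of genes was 9 without HT + Sham mouse 3 and 533 without HT + Stroke mouse 1.

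That 108 genes passed here and 4365 in NT + Stroke vs NT + Sham does not by itself show that the effect of stroke differs between HT and NT mice. The interaction, which tests this, gave 0 genes with an adjusted *P* under 0.05 (1836 unadjusted) with edgeR and 16 with DESeq2 (3 positive and 13 negative), and 10 lists passed camera as given above, so its outcome depends on the method. A candidate explanation for the small number is the spread of the HT + Stroke mice, whose stroke scores were 3.07, 5.45, 6.20, 5.81, 4.60 and 3.09 in mice 1 to 6. Mice 1 and 6 lay towards the sham mice. Sham mice mislabelled as stroke mice cannot be told apart from stroke mice with smaller lesions or with sections that held less of the lesion, because the lower score of 3.07 lay above NT + Sham (2.53 to 2.64) and 5 of the HT + Sham mice (2.55 to 2.71) but below HT + Sham mouse 6 (4.25). Section plane also stays open. The striatal score was higher in HT + Stroke by 1.41 than in HT + Sham (exact permutation test, *P* = 0.00866, adjusted over 48 tests 0.032, 6 of 6 mice above the HT + Sham median) and by 1.07 than in NT + Sham (*P* = 0.0346, adjusted 0.0665, 5 of 6 mice, permutation test). The olfactory bulb score differed by −0.98 (*P* = 0.0887, adjusted 0.147, 1 of 6 mice above the median, permutation test) and −0.07 (*P* = 0.875, adjusted 0.875, 3 of 6 mice, permutation test; 0.005 without NT + Sham mouse 5 and −0.33 without HT + Stroke mouse 5). How many of the genes follow these scores was not tested, nor were library depth and gene length for these comparisons.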

How the results depend on the processing

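Alternatives added after the data were seen were DESeq2 with an unadjusted *P*, olfactory bulb and striatal scores as covariates, and the settings for the genes of Figure 7. All other alternatives were those listed in the processing summary. The numbers of genes in each comparison were computed under all of those for comparisons, the named genes under DESeq2, limma on log2(FPKM + 1), all genes with at least 1 count, all 4 groups in one fit and with each library left out, and the shared genes and Figure 7 genes under fewer.

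The threshold changed every count of genes that is compared with an adjusted *P* under 0.05 by more than 1.5 times, apart from NT + Stroke vs NT + Sham (4365, and 6065 with an unadjusted *P*). With an unadjusted *P* under 0.05, the counts were 1332 instead of 0 genes in HT + Sham vs NT + Sham, 1230 instead of 0 in HT + Stroke vs NT + Stroke, 4953 instead of 2470 in HT + Stroke vs NT + Sham, 2842 instead of 108 in HT + Stroke vs HT + Sham, 1836 instead of 0 in the interaction of hypertension and stroke, 33 instead of 0 genes shared by the effects of stroke and of hypertension in stroke, and 9 instead of 0 of the Figure 7 genes. With DESeq2 and an unadjusted *P* these counts were 1636, 1531, 5663, 3422, 2194, 40 and 7, and 6842 in NT + Stroke vs NT + Sham. An unadjusted threshold lets more genes through by its construction.

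DESeq2 with adjusted values gave 1 gene in HT + Sham vs NT + Sham (*Gm10591*, downregulated), 890 in HT + Stroke vs HT + Sham and 16 in the interaction. In HT + Stroke vs HT + Sham the count also moved with no scaling beyond library size (67), all genes with at least 1 count (179), limma on log2(FPKM + 1) (61), limma on log2(FPKM + 0.1) (71) and all 4 groups in one fit (1125), while upper-quartile scaling and at least 10 counts in every library each gave 92. The cause was not tested for these changes. The other alternatives, apart from leaving out a library, kept the counts within 1.5 times in NT + Stroke vs NT + Sham (3774 to 4857) and in HT + Stroke vs NT + Sham (1652 to 3305), and kept 0 genes in HT + Stroke vs NT + Stroke and, apart from the DESeq2 values above, in HT + Sham vs NT + Sham and the interaction. DESeq2 also kept 0 shared genes, and DESeq2 and adjustment over the list alone kept 0 of the Figure 7 genes. With the covariates, 0 genes had an adjusted *P* under 0.05 in HT + Stroke vs NT + Stroke and 353 an unadjusted *P* under 0.05.

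Leaving out each library in turn gave 3530 to 4210 genes in NT + Stroke vs NT + Sham (lowest without NT + Stroke mouse 1), 1357 (without HT + Stroke mouse 2) to 2966 (without HT + Stroke mouse 1) in HT + Stroke vs NT + Sham, and 9 (without HT + Sham mouse 3, and without HT + Stroke mouse 2) to 533 (without HT + Stroke mouse 1) in HT + Stroke vs HT + Sham, and 0 in the other comparisons and the interaction. By an unadjusted *P*, leaving out a library gave 775 (without HT + Sham mouse 6) to 1897 (without HT + Sham mouse 5) in HT + Sham vs NT + Sham, 630 (without NT + Stroke mouse 1) to 3491 (without HT + Stroke mouse 3) in HT + Stroke vs NT + Stroke and 1220 (without HT + Sham mouse 6) to 3139 (without HT + Stroke mouse 3) in the interaction. Fewer libraries lower the power of a fit, but the cause of the increases was not tested.

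The balance of directions depended on scaling. In NT + Stroke vs NT + Sham, 55.6% of the genes called were upregulated, against 74.5% with no scaling beyond library size and 69.3% with limma on log2(FPKM + 1). Among genes with an unadjusted *P* under 0.05 in HT + Stroke vs NT + Stroke, 46.3% were upregulated, against 23.7% with no scaling, 51.3% with upper-quartile scaling and 60.8% with limma on log2(FPKM + 1). The corresponding values in HT + Sham vs NT + Sham were 61.7%, 74.9%, 70.2% and 71.4%, and in the interaction of hypertension and stroke 43.6% were positive, against 20.5%, 42.9% and 40.7%. The median log2 fold change of all genes stayed between −0.07 and 0.06 in all comparisons and scalings.

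Of the 105 pairs of a list and a comparison, 60 passed with camera, 15 with fry and 1 with camera at an estimated correlation. Against camera, fry was weaker for 47 and stronger for 2, and the estimated correlation was weaker for 59. Fry and camera at an estimated correlation both allow for correlation between the genes of a list, which camera was given as 0.01. In HT + Stroke vs NT + Stroke the estimated correlation was 0.011 (choroid plexus) to 0.959 (striatal projection neurons). Lists whose genes move together therefore pass camera too easily. How much of each difference this explains was not tested. For the genes named in the text, 277 values under alternatives other than leaving out a library comprised 269 with the same direction and call, 4 weaker and 4 stronger, and 660 values with a library left out comprised 621 with the same direction and call and 39 weaker, with 0 reversed in either set. In 12 more values DESeq2 gave no adjusted *P*.

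Depth limits the genes of Figures 5(b), 5(f) and 7(c), since 0, 4 and 4 of their 20 genes had enough counts to be tested, and a group with at most 3 counts per mouse allows only a lower bound of the fold change.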

Differences from the paper's values

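Differences are given for counts of genes with an adjusted *P* under 0.05 by edgeR, and the setting DESeq2 with an unadjusted *P* was chosen after seeing the values.

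In HT + Sham vs NT + Sham, 0 genes were called (0 upregulated and 0 downregulated) against the paper's 1636 (963 upregulated and 673 downregulated). In NT + Stroke vs NT + Sham, 4365 genes were called (2426 upregulated and 1939 downregulated) against the paper's 6842 (3658 upregulated and 3184 downregulated). In HT + Stroke vs NT + Stroke, 0 genes were called (0 upregulated and 0 downregulated) against the paper's 1531 (732 upregulated and 799 downregulated). Shared between the effect of stroke and the effect of hypertension in stroke were 0 upregulated and 0 downregulated genes, against the paper's about 17 in Fig. 7(d) and about 23 in Fig. 7(e), read by eye.

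Of the alternatives set before the data were examined, an unadjusted *P* under 0.05 brought all 11 of these counts within 1.5 times of the paper's, with 1332 genes (822 and 510), 6065 (3181 and 2884), 1230 (569 and 661) and 16 and 17 shared genes. DESeq2 with adjusted values did so for NT + Stroke vs NT + Sham (4857, 2713 and 2144) but not for the others, where it gave 1, 0 and 0 genes. For the upregulated genes of NT + Stroke vs NT + Sham alone, the gap was also closed by no scaling beyond library size (2987), upper-quartile scaling (2580), limma on log2(FPKM + 1) (2720), limma on log2(FPKM + 0.1) (2711) and leaving out NT + Sham mouse 4 (2492). None of the remaining alternatives closed a gap. DESeq2 with an unadjusted *P* under 0.05, which was chosen after seeing the values, gave 1636 (963 and 673), 6842 (3658 and 3184), 1531 (732 and 799) and 17 and 23 shared genes, equal to the paper's values.

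In the authors' deposited tables, the numbers of genes with an unadjusted *P* under 0.05 are 1636, 6842 and 1531, and those with an adjusted *P* under 0.05 are 1, 4865 and 0. The paper's methods state an adjusted *P* under 0.05.

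The paper treats the genes of Figures 5(b), 5(f) and 7 as differentially expressed, and 0 of the 20, 0 of the 20 and 0 of the 60 genes had an adjusted *P* under 0.05 over all genes. With an unadjusted *P* under 0.05 and every gene with a count included, 18, 19 and 9 passed, and adjusted over the list alone, 18, 19 and 0. DESeq2 with an unadjusted *P* called 7 of the 60 Figure 7 genes. For the 20 genes of Figure 5(d), 16 had an adjusted *P* under 0.05 over all genes when every gene with a count was included, and 20 an unadjusted *P* under 0.05.

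For 5 genes the direction here differed from one given in the paper's text. In the authors' own deposited test of HT + Sham vs NT + Sham, *Il27* had a log2 fold change of −2.791 and *Mmp3* of 2.645. These are the directions found here, so for *Il27* and *Mmp3* the paper's text also differs from the authors' own test. *Il27* is given in the paper as upregulated in HT + Sham vs NT + Sham, and was lower here, with 3 counts against 22. *Mmp3* is given as downregulated in the same comparison, and under an upregulated GO term, and was higher here (log2 fold change 2.57, SE 1.24), with 39 counts against 6, of which mouse 6 of HT + Sham held 33. *C3* is given as downregulated after stroke, and was upregulated here, with a log2 fold change of 7.84 and 6 of 6 mice higher. *Apob* is given as upregulated after stroke, and was lower here, with 1 count against 13. *Mir132* is given as upregulated after stroke in normotensive mice in the discussion and as downregulated in the results, and was lower here (log2 fold change −1.28, SE 0.574).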

Other observations

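Tests of a shared effect of angiotensin II and both explanations for immediate early genes were written down before their results were seen. All other tests of explanations in this part were chosen only after the result was seen. The comparisons and the marker lists with their tests were those of the processing summary, chosen before the data were examined.

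Other splits of the libraries bear on the 3 comparisons for which the paper gives numbers of genes. In HT + Sham vs NT + Sham, 17 of the 100 splits gave at least as many genes with an unadjusted *P* under 0.05 as the 1332 of the real split (median of the others 585, range 171 to 4312), and in HT + Stroke vs NT + Stroke, 18 of the 100 splits gave as many as 1230 (median of the others 548, range 167 to 4317). A chance division of the mice could therefore give such numbers. In NT + Stroke vs NT + Sham, 1 of the 100 splits, the real one, gave as many as 4365 genes with an adjusted *P* under 0.05 (others 0 to 19). For HT + Stroke vs NT + Stroke the tables argue against unequal library depth as the main source of that number, since 1216 to 1301 genes had an unadjusted *P* under 0.05 in 20 random draws of all 12 libraries down to the same total count (974 to 1024 of them among the 1230, 490 to 648 upregulated). The tables also argue against gene length as the main source, since 1269 genes had an unadjusted *P* under 0.05 in a fit with the trend on gene length of each library removed (941 of them among the 1230, 869 of the 1269 upregulated against 569 of the 1230), while the rank correlation of log2 fold change with gene length went from −0.18 to −0.05.

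A shared effect of angiotensin II was expected to move genes the same way in sham and in stroke mice, from groups that share no mouse. Over 17608 genes, which are not independent, the log2 fold changes of hypertension in sham and in stroke mice had a Pearson correlation of −0.33 (1000 permutations of the labels, two-sided *P* = 0.03, permuted values from −0.26 to 0.24 between the 5th and 95th percentiles). This argues against a shared effect as the main source of these fold changes, and leaves open shared effects in a few genes. The olfactory bulb list moved in opposite directions in the 2 comparisons, and whether the negative correlation follows from it was not tested.

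Genes of olfactory bulb moved between groups in a way that may reflect the plane of the section. Their median log2 fold change was 1.03 in HT + Sham vs NT + Sham (8 of 8 genes higher), 1.05 in NT + Stroke vs NT + Sham (8 of 8 higher) and −1.17 in HT + Stroke vs NT + Stroke (8 of 8 lower). As scores per mouse, the differences were 0.91 (exact permutation test, *P* = 0.0173, adjusted over 48 tests 0.0378, 6 of 6 mice above the NT + Sham median), 0.92 (*P* = 0.0346, adjusted 0.0665, 5 of 6 mice, permutation test) and −0.99 (*P* = 0.0952, adjusted 0.148, 1 of 6 mice above the NT + Stroke median, permutation test). The most abundant genes of the list were *Calb2* (75.4, 163, 162 and 91.1 CPM in NT + Sham, NT + Stroke, HT + Sham and HT + Stroke) and *Synpr* (104, 128, 131 and 96 CPM). All 8 genes of the list are expressed in NT + Sham sections at 0.5 CPM or more, 0 are in another list, and the study picked 1 of them, *Tbx21*. The Wnt signaling genes of Figure 7(b) followed this list across the 6 NT + Sham mice, which are outside the comparison (rank correlation 0.94, Benjamini-Hochberg value over 9 relations 0.05), and within NT + Stroke (1.00, permutation *P* = 0.00278, adjusted 0.025), and with less certainty within HT + Stroke (0.89, permutation *P* = 0.0333, adjusted 0.075). With the scores as covariates 4.8% of their median log2 fold change in HT + Stroke vs NT + Stroke was left (2.6% without NT + Stroke mouse 1, 20.4% without HT + Stroke mouse 3). Gene length is argued against as the main source, since the trend of log2 fold change on length was nowhere below −0.054, against a median of −0.63 for these genes. More olfactory bulb in some sections is thus a candidate explanation for the lower Wnt genes in HT + Stroke, found and tested on the same mice, and an effect of hypertension on the same genes stays open.

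For the cognition genes of Figure 7(a), more striatal or basal forebrain tissue and an effect of hypertension cannot be told apart, because the study chose the genes on these mice and 5 of 20 were tested. With the scores as covariates 82.5% of their median log2 fold change was left, but genes chosen for a difference between these mice keep the part of it that is due to chance. The study also picked 2 genes of the striatal list, among them the cognition gene *Drd2*. For genes of that list the covariates partly fix the outcome. For the genes of negative regulation of the immune system of Figure 7(c), 22.4% was left over 4 genes (7.1% without NT + Stroke mouse 4, 45.9% without HT + Stroke mouse 3), among them *Tbx21* of the olfactory bulb list.

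Immediate early genes were lower in HT + Stroke than in NT + Stroke mice, with a median log2 fold change of −0.42 and 9 of 9 genes lower. The score differed by −0.37 (exact permutation test, *P* = 0.0152, adjusted over 48 tests 0.0378, 1 of 6 mice above the NT + Stroke median). In HT + Sham vs NT + Sham the score differed by −0.045 (exact permutation test, *P* = 0.859). The interaction with sham mice was −0.33 (permutation *P* = 0.277, adjusted 0.332), −0.21 without HT + Sham mouse 2 and −0.50 without NT + Sham mouse 3. For this interaction the list passed camera (adjusted *P* 0.0465) but not fry (0.431). The outcome thus depends on the test, and the difference is not shown to be specific to stroke mice. Stroke severity and an effect of hypertension cannot be told apart, because the score did not follow the stroke score across the 12 stroke mice (rank correlation 0.049, permutation *P* = 0.887, Pearson r = 0.07, permutation *P* = 0.824, Benjamini-Hochberg value over 9 relations 0.887, r without the 2 mice farthest from the median 0.067) but the relation had opposite signs within NT + Stroke (0.71, permutation *P* = 0.136) and within HT + Stroke (−0.43, permutation *P* = 0.419). Section plane is argued against, since 125.3% of the median log2 fold change was left with the scores as covariates (91.1 to 150.1% over leaving out each library). Handling before death, neuronal activity and an effect of hypertension were not tested and stay open. Among the most abundant, *Egr1* was 139 CPM in HT + Stroke and 172 CPM in NT + Stroke, and *Arc* 63.5 and 91.3 CPM.

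Genes of nasal mucosa appeared in some libraries, and nasal tissue carried over in the dissection is a candidate explanation. The score of olfactory and nasal respiratory epithelium (7 of 10 listed genes) correlated with that of lacrimal, salivary and nasal glands (6 of 12) across 24 mice (rank correlation 0.55, permutation *P* = 0.00597, Benjamini-Hochberg value over 9 relations 0.0269, Pearson r = 0.571, permutation *P* = 0.0122). Without the 2 mice farthest from the median r was 0.236, so the relation rests on these mice, and within NT + Sham, NT + Stroke, HT + Sham and HT + Stroke the rank correlations were 0.60, 0.37, 0.60 and 0.49, none of these 4 with a permutation *P* under 0.05. *Bpifb3* was 51.3 CPM in HT + Stroke (0.684 without mouse 3) and 0.372 CPM in NT + Sham (0.237 without mouse 2), *Cyp2a5* was 29.8 CPM in HT + Stroke (2.34 without mouse 3) and 1.20 CPM in NT + Sham, and *Mucl2* was 16.8 CPM in NT + Sham (3.20 without mouse 3) and had 3 counts in HT + Stroke. Mouse 3 of HT + Stroke had the highest score of both lists, 4.98 and 2.63. The NT + Sham sections express 6 of the 10 and 6 of the 12 genes at 0.5 CPM or more, 0 are in another list, and the study picked 1 and 2 of them.

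Of the 19 lists, 18 had at least 2 genes tested in a comparison, and 60 of the 105 pairs of a list and a comparison passed with camera. Of these, 13 also passed with fry and 1 with camera at an estimated correlation, the RT-PCR genes in NT + Stroke vs NT + Sham. In NT + Stroke vs NT + Sham the median log2 fold changes were 5.03 for phagocytic microglia and macrophages (10 of 10 genes higher), 2.31 for reactive astrocytes (10 of 10), 1.92 for leptomeninges (10 of 10), 1.45 for plasma cells and immunoglobulins (5 of 6), 1.26 for olfactory and nasal respiratory epithelium (6 of 7), 1.05 for olfactory bulb, 1.00 for the RT-PCR genes (10 of 11), 0.98 for hypothalamus and basal forebrain neuropeptides (3 of 3), 0.69 for striatal projection neurons (10 of 10), 0.48 for homeostatic microglia (8 of 8), 0.27 for myelin and oligodendrocytes (8 of 8), 0.22 for choroid plexus (3 of 5), 0.10 for endothelial cells (7 of 8), 0.05 for male Y-linked genes (3 of 4), −0.12 for red blood cells (1 of 5), −0.26 for immediate early genes (2 of 9) and −0.45 for cortical excitatory neurons (0 of 10). As scores per mouse in NT + Stroke vs NT + Sham, immediate early genes differed by −0.19 (−0.02 without NT + Sham mouse 3, −0.28 without NT + Stroke mouse 2). Striatal neurons differed by 0.68 (0.42 without NT + Sham mouse 4, 1.02 without NT + Stroke mouse 4). The gland list had 3 genes tested in HT + Stroke vs NT + Stroke, with a median of 0.54, and the X inactivation list (*Xist* and *Tsix*) had too few genes tested in any comparison. In HT + Stroke vs NT + Stroke, medians were −0.92 for phagocytes, −0.67 for leptomeninges, −0.47 for reactive astrocytes, 0.38 for striatal neurons and 0.14 for cortical neurons. As scores per mouse, exact permutation *P* was 0.364 for the stroke score, 0.169 for leptomeninges, 0.442 for striatal neurons and 0.104 for cortical neurons. The stroke score difference was −0.57 (−0.24 without HT + Stroke mouse 1), that of leptomeninges −0.57 (−0.37 without HT + Stroke mouse 6). That of striatal neurons was 0.39 (0.05 without NT + Stroke mouse 4).

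*Xist* had 0 to 10 counts per mouse and 4 Y-linked genes together 1322 to 2356, so that all 24 libraries had the pattern of male mice.

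Genes of the paper's RT-PCR were also read by RNA sequencing. In NT + Sham, NT + Stroke, HT + Sham and HT + Stroke, mean CPM was 9.34, 48.4, 14.4 and 39.6 for *Serping1*, 4.49, 12.3, 5.53 and 12.2 for *Psmb8*, 10.4, 17.6, 12.0 and 15.9 for *Srgn*, 2.77, 8.45, 3.18 and 6.56 for *Gbp2*, 3.02, 8.11, 3.25 and 7.06 for *Cd14*, 2.71, 5.19, 3.32 and 5.23 for *Clcf1*, 0.167, 5.48, 0.455 (0.23 without mouse 6) and 6.71 for *Tgm1*, 45.2, 64.9, 51.0 and 60.0 for *Stat3*, 0.0258, 0.366, 0.0206 and 0.454 for *Tnf*, 0.593, 0.658, 0.757 and 0.655 for *Nos2*, 12.2, 10.6, 12.1 and 9.93 for *Il4*, 0.0627, 0.187, 0.152 and 0.281 for *Arg1*, and 0.966, 2.25, 2.10 and 1.09 for *Fam19a3*. The score of these genes was higher by 0.99 in NT + Stroke than in NT + Sham (exact permutation test, *P* = 0.00217, the smallest that these permutations can give, adjusted over 48 tests 0.013, 6 of 6 mice) and by 0.53 in HT + Stroke than in HT + Sham (exact permutation test, *P* = 0.0779, adjusted 0.134, 4 of 6 mice above the HT + Sham median), with an interaction of −0.46 (permutation *P* = 0.0945, adjusted 0.148). In HT + Sham it was higher by 0.22 than in NT + Sham (exact permutation test, *P* = 0.0173, adjusted 0.0378, 5 of 6 mice), and by 0.12 without HT + Sham mouse 6. *Gfap* was 169, 878, 258 and 817 CPM in the 4 groups.

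The variance between replicate libraries was at least 5.07 times that of counting error in every pair of a group, so no pair looks like the same RNA read again. Libraries of different groups with the same number correlated at a median r of 0.053 (36 pairs, −0.38 to 0.261), against 0.004 for other pairs (180 pairs), so the numbers were not used to pair mice.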
